# Integrative transcriptomic and proteomic profiling of the effects of cell confluency on gene expression

**DOI:** 10.1038/s41597-024-03465-z

**Published:** 2024-06-12

**Authors:** Vivian Lobo, Evgeniia Shcherbinina, Jakub O. Westholm, Iwona Nowak, Hsiang-Chi Huang, Davide Angeletti, Dimitrios G. Anastasakis, Aishe A. Sarshad

**Keywords:** Cell biology, Cancer

## Abstract

In this study we examine the impact of cell confluency on gene expression. We focused on Argonaute (AGO) protein dynamics and associated gene and protein expression in HEK293, A375, and SHSY5Y cell lines. As a consequence of cell confluency, AGO2 protein translocates into the nucleus. Therefore, we generated transcriptomic data using RNA sequencing to compare gene expression in subconfluent versus confluent cells, which highlighted significant alterations in gene regulation patterns directly corresponding to changes in cell density. Our study also encompasses miRNA profiling data obtained through small RNA sequencing, revealing miRNA expressional changes dependent on cellular confluency, as well as cellular localization. Finally, we derived proteomic data from mass spectrometry analyses following AGO1-4 immunoprecipitation, providing a comprehensive view of AGO interactome in both nuclear and cytoplasmic compartments under varying confluency. These datasets offer a detailed exploration of the cellular and molecular dynamics, influenced by cell confluency, presenting a valuable resource for further research in cellular biology, particularly in understanding the basic mechanisms of cell density in cancer cells.

## Background & Summary

Cell confluency, defined as the measurement of cell density in a culture dish or flask that corresponds to the percentage of the surface area covered by adherent cells^1^, is one of the crucial factors that affects the characteristics of tumor cells in cell culture^2^. Increase in cell density intensifies intracellular interactions and influences cellular metabolism^3^ and expression of genes and proteins^2^. Notably, it has been shown that cell confluence correlates with glucose uptake and lactate production in epithelial cells^3^ and affects gene expression^4,5^. Studies of changes in cellular morphology, physiology and molecular traits at different levels of cell confluency can make a great impact to uncovering basic cellular mechanisms and allows for enhanced conditions in cell culture work based on the needs of the experiment^6^. In particularly, contact inhibition – the process which leads to cell growth arrest when cells form a monolayer in culture dish and come in contact with each other^7^ – is actively studied in cancer cells^8,9^. Reaching 100% confluence, normal healthy cells stop proliferating, while cancer cells do not have a contact inhibition mechanism and continue to divide^7^.

Several studies showed that microRNA (miRNA) biogenesis can be regulated in a cell-density-dependent manner via different pathways^10,11^. For example, Mori *et al*. described that at high cell density the tumor-suppressive Hippo pathway is active and prevents binding of YAP to its downstream target p27, which is a regulatory component of the miRNA-processing machinery. This results in a widespread miRNA repression and leads to the activation of MYC expression observed in cancer cells^10^. Moreover, Hwang *et al*. demonstrated a global activation of miRNA biogenesis in mammalian and *Drosophila* cells grown at high confluency^11^. miRNAs are short (18–24 nt) non-coding RNA molecules that post-transcriptionally regulate the expression of target messenger RNAs (mRNAs) via RNA interference (RNAi) pathways^11^. The guide strand of miRNAs binds to the RNA-induced silencing complex (RISC), which then recognizes the complementary sequences of 3′ untranslated region (3′UTR) of target mRNAs. The main component of RISC are the Argonaute (AGO) proteins, which facilitates the recognition of target mRNA and subsequent target silencing^12^.

Human cells express four AGO proteins (AGO1-4) in a tissue-specific manner. AGO1 and AGO2 are better studied than the other members of the AGO protein family and have more prominent expression^13^. During the early stages of embryonic development the ratio of different AGO proteins are tightly controlled^13^ and the loss of AGO2 function leads to embryonic lethality^14^. For a long time AGO2 was thought to be the only member of the AGO protein family which had the capability to cleave target mRNA^15^. However, recently Park *et al*. showed that when bound to particular miRNAs AGO3 can also slice target RNAs^16^.

RNAi, mediated by the RISC complex, has mainly been considered to be executed in the cytoplasm, but a large body of work has convincingly shown that AGO proteins can be localized in the nucleus of some cells^17^ or translocate there under certain conditions^18^. Recently, Johnson *et al*. showed that increased cell confluency promotes AGO2 nuclear localization in HCT116 colon cancer cells^12^. They observed that cells grown up to 300–400% confluency had a significant increase in AGO2 nuclear levels compared to cells grown at 50–100% confluency. Evaluation of the miRNA expression in HCT116 grown at high cell density revealed a global increase in miRNAs biogenesis. Moreover, nuclear localization of AGO2 attenuated the repression of target mRNAs by miRNAs in cytoplasm^12^.

In this study we aimed to describe the transcriptomic and proteomic profiling of AGO1-4 dynamics at different cell confluency in the embryonic kidney HEK293 cell line, the melanoma cancer cell lines A375 and in the neuroblastoma cell line SHSY5Y (Fig. 1). To define differences in the gene expression landscape between subconfluent and confluent cells, we performed RNA sequencing experiments in all three cell lines. Since AGO proteins are key mediators of miRNA action, we performed small RNA sequencing and profiled the miRNA populations in subconfluent and confluent conditions. Finally, to access the interactome of AGO1-4 in nucleus and cytoplasm in confluent and subconfluent cells we performed mass spectrometry analysis of cell lysates after AGO immunoprecipitation. Our collective data indicates that cell confluency affects global gene expression, which may in turn be linked to AGO2 translocation into the nucleus in confluent cells.

**Fig. 1:**
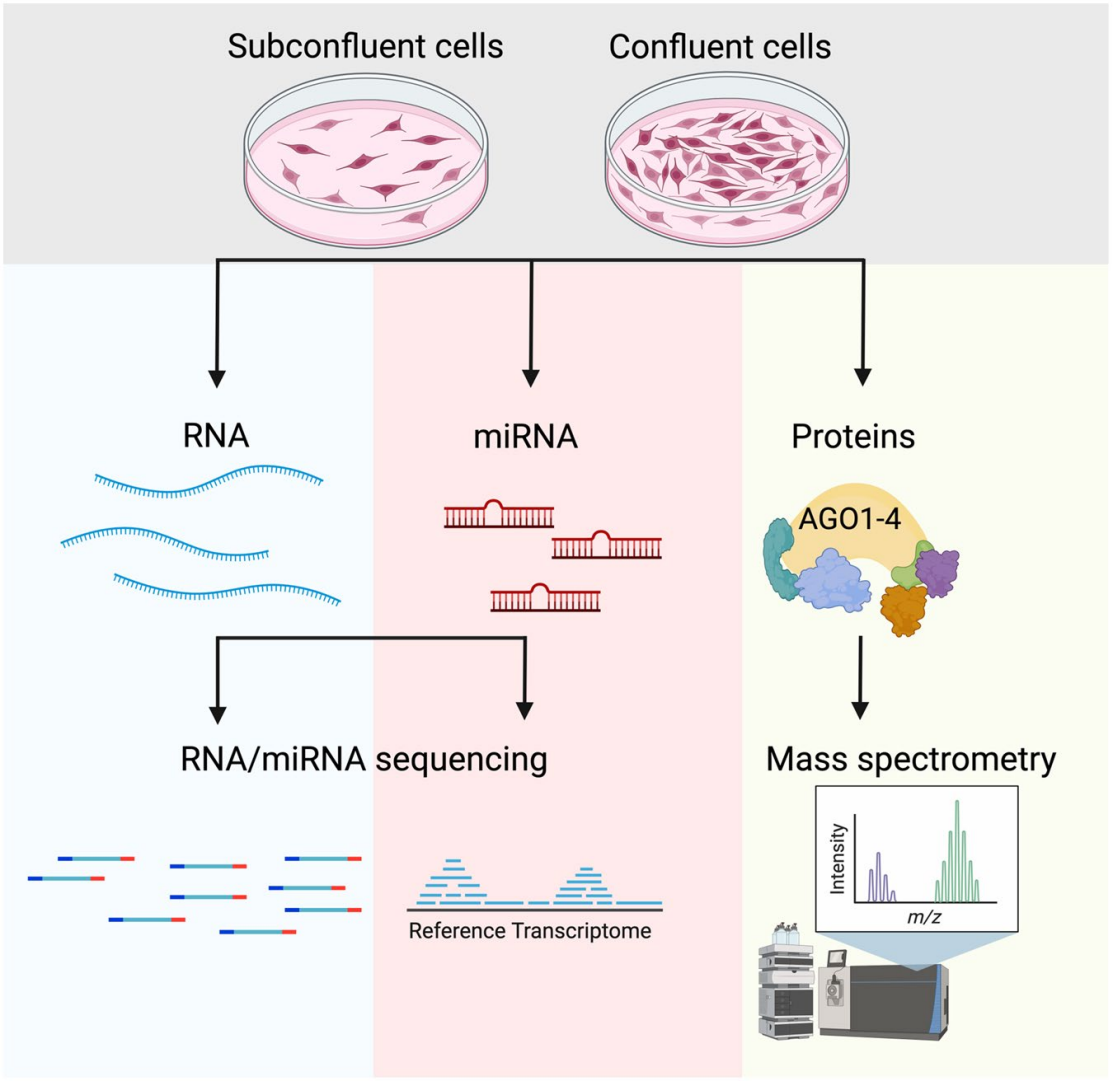
Schematic representation of the workflow outlined in this study.

## Methods

### Cell culture

Experiments were performed using human embryonic kidney HEK293 (ATCC, CRL-1573), human melanoma A375 (ATCC, CRL-1619) and human neuroblastoma SHSY5Y (ATCC, CRL-2266) cell lines. HEK293 and A375 cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) (Gibco, 11995065), supplemented with 10% fetal bovine serum (FBS) (Gibco, 11573397) and 100 U/ml penicillin-streptomycin (Gibco, 11548876) in a humidified incubator at 37°C and 5% CO2. SHSY5Y cells were cultured in Roswell Park Memorial Institute (RPMI) 1640 media (61870010, Gibco) supplemented with 10% FBS (Gibco, 11573397) and 100 U/ml penicillin-streptomycin (Gibco, 11548876) in a humidified incubator at 37°C and 5% CO2. Cells were considered as subconfluent and confluent (also herein referred to as overconfluent) when they reached 40–50% and 75–100% of confluency, respectively (Fig. 2). We previously showed that cancer cell lines differ in the level of nuclear AGO2 protein: some almost completely lack nuclear AGO2, while others showed an even distribution of AGO2 between cytoplasmic and nuclear fractions^17^. For this study we chose HEK293, A375 and SHSY5Y cells, because under subconfluent conditions these cell lines have AGO2 located predominantly in the cytoplasm^17^.

**Fig. 2:**
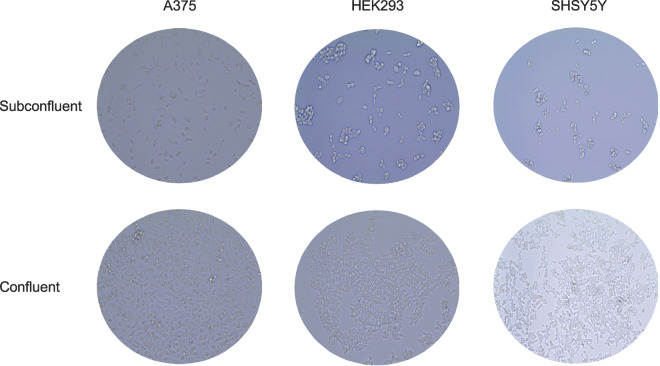
Subconfluent and confluent HEK293, A375 and SHSY5Y cells. Microscopy images of subconfluent and confluent HEK293, A375 and SHSY5Y cells used in this study.

### Biochemical fractionation

Biochemical fractionation of cells was done as previously described by Gagnon *et al*.^19^ with following changes^20^.Briefly, cell pellets were gently resuspended in a hypotonic lysis buffer (10 mM Tris-HCl, pH 7.6, 10 mM NaCl, 3 mM MgCl_2_, 0.3% NP-40 and 10% Glycerol), supplemented with a protease inhibitor cocktail, and then centrifugated for 2 minutes at 200 g. The supernatant was collected, cleared with centrifugation at 12000 *g* for 20 minutes and stored as the cytoplasmic fraction. The remaining nuclear pellet was washed 3 times with the hypotonic lysis buffer and collected by centrifugation for 2 minutes at 200 *g*. Each time the supernatant was discarded. The nuclear fraction was obtained from the remaining pellet, using a nuclear lysis buffer (20 mM Tris-HCl, pH 7.6, 150 mM KCl, 3 mM MgCl_2_, 0.3% NP-40, 10% Glycerol) supplemented with protease inhibitor cocktail. The lysate was sonicated twice for 10 seconds at 60% amplitude (Sonics, VCX130). The nuclear fraction was cleared with centrifugation at 12000 *g* for 20 minutes and the supernatant collected. Protein concentration for cytoplasmic fraction was measured using Bradford Reagent (B6916, Sigma Aldrich). Calreticulin and Lamin A/C are used to show the purity of cytoplasmic and nuclear fractions, respectively.

### Western blotting

For Western blotting analysis 5–20 μg of cytoplasmic and nuclear protein samples were run on 4–12% Bis-Tris gels and transferred to nitrocellulose membrane (Cytiva, 1060000) using semi-dry transfer unit TE70X (Hoefer Inc.). Membrane was blocked with 2% milk for 1 h at room temperature and the proteins of interest were analyzed by hybridization with primary antibodies: anti-AGO2 (Abcam, ab32381, 1:4000), anti-Calreticulin (Santa Cruz, sc-373863, 1:1000), anti-Lamin A/C (Santa Cruz, sc-376248, 1:4000). For protein visualization we used appropriate HRP-linked secondary antibodies (for AGO2) and Thermo Scientific SuperSignal™ West Dura Extended Duration Substrate (ThermoFisher, 34076). Membranes were visualized using ChemiDoc MP imaging system (Bio-Rad Laboratories, 12003154).

### RNA sequencing

Total RNA was extracted from HEK293, A375 and SHSY5Y using the Quick-RNA Miniprep Kit (ZYMO Research) following the manufacturer’s protocol. The RNA concentration and quality were analyzed using Agilent 2200 TapeStation System. RNA samples with RNA Integrity Number higher than 8 were sent to SNP&SEQ Technology Platform (NGI Uppsala, Sweden). Libraries were prepared from 300 ng RNA using the Illumina Stranded Total RNA library preparation kit, including Ribo-Zero Plus treatment (20040525/20040529, Illumina Inc.) according to manufacturer’s instructions. For indexing Unique Dual Indexes (20040553/20040554, Illumina Inc.) were used. Sequencing was carried out with NovaSeq 6000 system using paired-end 150 bp read length, S4 flowcell and v1.5 sequencing chemistry. RNA-seq data were pre-processed using the RNA-seq nf-core pipeline^21^. Differential expression analysis was done using DEseq. 2^22^, on genes with at least 10 reads in at least 3 samples. Genes with FDR adjusted p-value < 0.01 and absolute log2 fold change >0.5 were considered differentially expressed.

### Immunoprecipitation assays and AGO protein affinity purification with T6B peptide

For identification of AGO1,2,3,4-interacting protein partners and miRNAs, we used Flag-tagged T6B peptide for AGO1-4 isolation^23^. Volumes corresponding to 3 mg of cytoplasmic fraction were used together with 400 μg of T6B peptide. Anti-Flag M2 beads (M8823, Millipore) were conjugated with T6B peptide for 4 h, washed and incubated with protein lysates. Next, beads were washed with NP-40 buffer. T6B bound proteins were eluted by incubation with 0.2 M Glycine, pH 2.5 by gentle shaking for 15 min followed by neutralization of the eluate using 1 M Tris, pH 8. The pull-down efficiency was confirmed by western blot and the eluate submitted for mass spectrometry analysis at Proteomics Core Facility (University of Gothenburg, Sweden). For miRNAs, TRIzol was added directly to the beads after AGO1-4 immunoprecipitation and the RNA was isolated using manufacturer’s instructions. The extracted RNA was taken through the small RNA library preparation outlined below.

### miRNA sequencing

miRNAs were isolated using TRIzol reagent according to the manufactures instructions and converted into libraries for sequencing as previously described^24^ with a few modifications. Briefly, purified miRNAs were subject’ed to 3′ adapter ligation with 5′-adenylated DNA adapter (see 3′ adapters in table below) using Rnl2(1–249)K227Q RNA ligase (NEB) according to the manufacturer’s instructions at 4 °C overnight. Ligated RNA was pooled and purified using oligo clean and concentrate kit (ZYMO Research) and subjected to 5′ adapter ligation with a 5′ chimeric DNA-RNA adapter (5’aminolinker-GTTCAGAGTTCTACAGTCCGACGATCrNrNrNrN) using RNA ligase (Thermo Fisher Scientific) at 37 °C for 1 hour. The 3′- 5′- ligated RNA was purified using oligo clean and concentrate kit (ZYMO Research) and subjected to reverse transcription using SuperScript® IV (200 U/µl, Thermo Fisher Scientific) according to the manufacturer’s instructions using RT primer (GCCTTGGCACCCGAGAATTCCA). The cDNA was amplified using Platinum Taq DNA Polymerase (Thermo Fisher Scientific), according to the manufacturer’s instructions using 5′-medium PCR primer (CTCTACACGTTCAGAGTTCTACAGTCC) and 3′ medium PCR primer (CCTGGAGTTCCTTGGCACCCGAGAATT) for 6 cycles. Then the PCR product was purified using the DNA Clean & Concentrator™-5 kit (ZYMO Research), eluted with 32 µl of nuclease free water, and size selected (74–88 bp) using 3% agarose Pippin Prep (Sage Science). Following size selection, a second round of (X cycle) PCR was performed using the same polymerase, a 5′-long PCR primer: (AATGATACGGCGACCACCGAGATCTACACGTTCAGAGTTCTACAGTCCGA), and 3′ indexed primer (see 3′ index primers in Table 1), Libraries were sequenced on a Illumina NovaSeq 6000. Bcl files were converted to fastq files using bcl2fastq. Adapters were trimmed using cutadapt v 2.4. and reads were mapped to the human miRNAs using bowtie2^25^.

**Table 1:** List of 3′ index primers for miRNA sequencing.

Sample	Illumina Index primer	3′ adapter
HEK293 sub1	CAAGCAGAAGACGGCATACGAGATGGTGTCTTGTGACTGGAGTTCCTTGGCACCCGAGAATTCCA	5′-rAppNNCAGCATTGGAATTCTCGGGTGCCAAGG-L
HEK293 sub2		5′-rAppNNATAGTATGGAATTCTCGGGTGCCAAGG-L
HEK293 sub3		5′-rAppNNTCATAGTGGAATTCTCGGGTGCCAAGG-L
HEK293 OC1	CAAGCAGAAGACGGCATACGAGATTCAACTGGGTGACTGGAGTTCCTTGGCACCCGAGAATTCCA	5′-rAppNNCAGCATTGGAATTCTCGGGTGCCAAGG-L
HEK293 OC2		5′-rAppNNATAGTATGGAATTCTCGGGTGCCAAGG-L
HEK293 OC3		5′-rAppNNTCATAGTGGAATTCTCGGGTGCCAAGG-L
**miRNApool1**		
SHSY5YSubC1	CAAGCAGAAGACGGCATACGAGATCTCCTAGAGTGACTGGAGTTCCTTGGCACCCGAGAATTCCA	5′-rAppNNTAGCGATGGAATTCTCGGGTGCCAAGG-L
SHSY5YsubN1		5′-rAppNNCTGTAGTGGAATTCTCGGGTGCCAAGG-L
SHSY5YsubC2		5′-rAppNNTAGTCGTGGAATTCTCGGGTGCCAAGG-L
SHSY5YsubN2		5′-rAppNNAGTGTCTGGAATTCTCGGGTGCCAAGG-L
SHSY5YsubC3		5′-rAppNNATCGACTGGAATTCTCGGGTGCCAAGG-L
SHSY5YsubN3		5′-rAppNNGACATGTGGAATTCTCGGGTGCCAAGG-L
SHSY5YoverC1		5′-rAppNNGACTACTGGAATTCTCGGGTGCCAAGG-L
SHSY5YoverN1		5′-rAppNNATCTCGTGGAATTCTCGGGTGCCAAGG-L
SHSY5YoverC2		5′-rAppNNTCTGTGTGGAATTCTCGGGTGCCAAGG-L
SHSY5YoverN2		5′-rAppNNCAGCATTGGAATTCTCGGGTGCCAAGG-L
SHSY5YoverC3		5′-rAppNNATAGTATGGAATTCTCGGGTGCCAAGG-L
SHSY5YoverN3		5′-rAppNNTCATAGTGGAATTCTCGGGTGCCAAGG-L
**miRNApool2**		
A375SubC1	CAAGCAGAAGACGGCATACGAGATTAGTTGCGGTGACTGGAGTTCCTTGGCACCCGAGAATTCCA	5′-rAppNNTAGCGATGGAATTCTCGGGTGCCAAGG-L
A375SubN1		5′-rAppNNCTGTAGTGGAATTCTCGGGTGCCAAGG-L
A375SubC2		5′-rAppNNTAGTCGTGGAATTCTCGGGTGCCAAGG-L
A375SubN2		5′-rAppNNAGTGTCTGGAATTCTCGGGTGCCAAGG-L
A375SubC3		5′-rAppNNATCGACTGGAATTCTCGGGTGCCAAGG-L
A375SubN3		5′-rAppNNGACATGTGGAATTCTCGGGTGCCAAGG-L
A375OverC1		5′-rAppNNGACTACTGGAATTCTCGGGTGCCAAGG-L
A375OverN1		5′-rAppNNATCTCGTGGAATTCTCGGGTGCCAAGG-L
A375OverC2		5′-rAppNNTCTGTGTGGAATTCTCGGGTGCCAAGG-L
A375OverN2		5′-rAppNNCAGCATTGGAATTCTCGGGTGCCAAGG-L
A375OverC3		5′-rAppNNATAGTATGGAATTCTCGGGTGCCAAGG-L
A375OverN3		5′-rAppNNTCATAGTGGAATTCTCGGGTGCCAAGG-L
**miRNApool3**		
HEK293SubC1	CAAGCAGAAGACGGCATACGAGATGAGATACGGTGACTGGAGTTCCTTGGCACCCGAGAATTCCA	5′-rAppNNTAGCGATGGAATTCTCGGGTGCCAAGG-L
HEK293SubN1		5′-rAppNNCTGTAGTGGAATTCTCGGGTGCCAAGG-L
HEK293SubC2		5′-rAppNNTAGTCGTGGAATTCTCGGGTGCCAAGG-L
HEK293SubN2		5′-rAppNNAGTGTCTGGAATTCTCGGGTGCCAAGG-L
HEK293SubC3		5′-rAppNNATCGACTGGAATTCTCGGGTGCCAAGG-L
HEK293SubN3		5′-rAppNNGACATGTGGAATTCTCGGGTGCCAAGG-L
HEK293OverC1		5′-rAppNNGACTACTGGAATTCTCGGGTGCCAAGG-L
HEK293OverN1		5′-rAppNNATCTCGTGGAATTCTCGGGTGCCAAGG-L
HEK293OverC2		5′-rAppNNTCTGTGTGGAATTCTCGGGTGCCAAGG-L
HEK293OverN2		5′-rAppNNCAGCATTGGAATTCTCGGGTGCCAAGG-L
HEK293OverC3		5′-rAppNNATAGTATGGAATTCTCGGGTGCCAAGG-L
HEK293OverN3		5′-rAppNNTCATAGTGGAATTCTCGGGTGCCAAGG-L

### Proteomic analysis, sample preparation and digestion

The samples were processed using modified filter-aided sample preparation (FASP) method^26^. In short, samples were reduced in 100 mM dithiothreitol at 56 °C for 30 min, transferred to Microcon-Biomax membrane 30 kDa Centrifugal Filter Units (Merck), washed several times with 8 M urea and once with digestion buffer (DB, 50 mM TEAB, 0.5% sodium deoxycholate (SDC)) prior to alkylation with 375 mM iodoacetamide in DB for 30 min in room temperature. Samples were digested with trypsin (Pierce MS grade Trypsin, Thermo Fisher Scientific, ratio 1:50) at 37 °C overnight and an additional portion of trypsin was added and incubated for another three hours. Peptides were collected by centrifugation and labelled using TMTpro 18-plex isobaric mass tagging reagents (Thermo Fisher Scientific) according to the manufacturer instructions. The samples were combined into one TMT-set and SDC was removed by acidification with 10% TFA. The TMT-set was purified using HiPPR detergent removal kit (Thermo Scientific) and Pierce peptide desalting spin columns (Thermo Scientific), according to the manufacturer´s instructions prior to basic reversed-phase chromatography (bRP-LC) fractionation. Peptide separation was performed using a Dionex Ultimate 3000 UPLC system (Thermo Fischer Scientific) and a reversed-phase Xbridge BEH C18 column (3.5 μm, 3.0 × 150 mm, Waters Corporation) with a gradient from 3% to 100% acetonitrile in 10 mM ammonium formate at pH 10.00 over 22 min at a flow of 400 µL/min. The 20 fractions were concatenated into 10 fractions, dried and reconstituted in 3% acetonitrile, 0.1% trifluoric acid.

### NanoLC-MS/MS analysis and database search

Each fraction was analysed on Orbitrap Lumos™ Tribrid™ mass spectrometer equipped with the FAIMS Pro ion mobility system interfaced with nLC 1200 liquid chromatography system (all Thermo Fisher Scientific). Peptides were trapped on an Acclaim Pepmap 100 C18 trap column (100 μm x 2 cm, particle size 5 μm, Thermo Fischer Scientific) and separated on an in-house constructed analytical column (370 × 0.075 mm I.D.) packed with 3 μm Reprosil-Pur C18-AQ particles (Dr. Maisch, Germany) using a gradient from 3% to 80% acetonitrile in 0.2% formic acid over 90 min at a flow of 300 nL/min. FAIMS Pro was alternating between the compensation voltages (CV) of −50 and −70, and essentially the same data-dependent settings were used at both CVs. Precursor ion mass spectra were acquired at 120 000 resolution, scan range 375–1375 and maximum injection time 50 ms. MS2 analysis was performed in a data-dependent mode, where the most intense doubly or multiply charged precursors were isolated in the quadrupole with a 0.7 m/z isolation window and dynamic exclusion within 10 ppm for 60 s. The isolated precursors were fragmented by collision induced dissociation (CID) at 35% collision energy with the maximum injection time of 35 ms for 3 s (‘top speed’ setting) and detected in the ion trap, followed by multinotch (simultaneous) isolation of the top 10 MS2 fragment ions within the m/z range 400–1400, fragmentation (MS3) by higher-energy collision dissociation (HCD) at 55% collision energy and detection in the Orbitrap at 50 000 resolution m/z range 100–500 and maximum injection time 105 ms.

The data files for the set were merged for identification and relative quantification using Proteome Discoverer version 2.4 (Thermo Fisher Scientific). The search was against Swissprot human database (May 2022) using Sequest as a search engine with precursor mass tolerance of 10 ppm and fragment mass tolerance of 0.6 Da. Tryptic peptides were accepted with zero missed cleavage, variable modifications of methionine oxidation and fixed cysteine alkylation, TMTpro-label modifications of N-terminal and lysine were selected. Percolator was used for PSM validation with the strict FDR threshold of 1%. TMT reporter ions were identified with 3 mmu mass tolerance in the MS3 HCD spectra. Only the quantitative results for the unique peptide sequences with the minimum SPS match % of 65 and the average S/N above 10 were taken into account for the protein quantification. The quantified proteins were filtered at 5% FDR and grouped by sharing the same sequences to minimize redundancy.

## Data Records

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository^27^ with the dataset identifier PXD047707^28^. RNA-seq data are available on the NCBI Short-Read Archive (SRA) under the accession number GSE249290^29^. The miRNA-seq data are available on the NCBI Short-Read Archive (SRA) under the accession number GSE255251^30^.

## Technical Validation

### Subcellular localization of AGO2 protein in cancer cells under different confluency conditions

We previously demonstrated that AGO2 is dynamically distributed between the cytoplasmic and nuclear fraction in various cancer cells^17^. Some cancers are characterized by ubiquitous distribution of AGO2 while other cancer cells completely lack AGO2 from the nucleus^17^. To investigate AGO2 subcellular localization in subconfluent and confluent HEK293, A375 and SHSY5Y cells we performed a western blot immunoassay for cytoplasmic and nuclear fractions (Fig. 3a-c) and showed that cancer cells can increase their pool of nuclear AGO2 distribution directly as a measure of cell confluence (Fig. 3a-c). Subconfluently grown HEK293, SHSY5Y and A375, which completely lack AGO2 in the nucleus, become nuclear AGO2 positive when cells are grown to confluency (Fig. 3a-c). In HEK293 cells we observed a 31% increase in the amount of nuclear AGO2, while for A375 and SHSY5Y the increase was 34% and 57%, respectively (Fig. 3d-f).

**Fig. 3:**
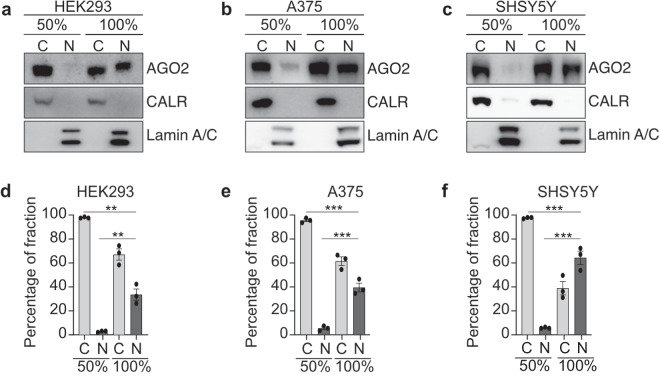
AGO2 subcellular localization in subconfluent and confluent HEK293, A375 and SHSY5Y cells. Representative AGO2 immunoblots from cytoplasmic and nuclear fractions of subconfluent (50%) and confluent (100%) (**a**) HEK293 cells, (**b**) A375 cells and (**c**) SHSY5Y cells, showing AGO2 distribution between nuclear and cytoplasmic fractions. Quantification of AGO2 distribution between the cytoplasmic and nuclear fractions in subconfluent (50%) and confluent (100%) (**d**) HEK293 cells, (**e**) A375 cells and (**f**) SHSY5Y cells. Calreticulin (CALR) and Lamin A/C serve as a cytoplasmic and nuclear markers, respectively.

### Quality assessment of RNA sequencing data obtained for subconfluent and confluent cancer cells

To gain insights into the transcriptional landscape and potential effect on gene expression that may be mediated by cellular confluency, we performed RNA sequencing (RNA-seq) experiment in HEK293, SHSY5Y and A375 cells in three replicates. Cells were grown to subconfluency or confluency and RNA was extracted. Pure RNA was used to prepare sequencing libraries using Illumina Stranded Total RNA Prep in conjunction ribosome depletion. The reads were mapped to the human genome (GRCh38) and each sample contained more than 100 million reads (Table S1). On average we observed about 40% of sequencing duplicates, which indicates high sequencing depths. The percentages of successfully mapped unique reads varied between 80,87% and 89,47% (Table S1). Furthermore, FastQC plots revealed sufficient quality scores for all reads, which indicates robust data quality for further analysis (Fig. 4a). Heatmap of correlation matrix of RNA-seq samples shows the correlation coefficients distribution from 0.8 to 1 (Fig. 4b). The principal component analysis (PCA) showed that RNA-seq samples are clustered according to their confluency status in all three cell lines (Fig. 4c-e). Finally, we analyzed the differential gene expression in the respective cell lines. Using a cutoff of 1.5 logarithmic (log2) fold change and a p-value < 0.05, we found 757 differentially upregulated and 178 downregulated genes in HEK293 cells (Fig. 4f; Table S2), 459 upregulated and 362 downregulated genes in SHSY5Y cells (Fig. 4g; Table S3) and finally we identified 4020 differentially upregulated and 3375 downregulated genes in A375 cells (Fig. 4h; Table S4).

**Fig. 4:**
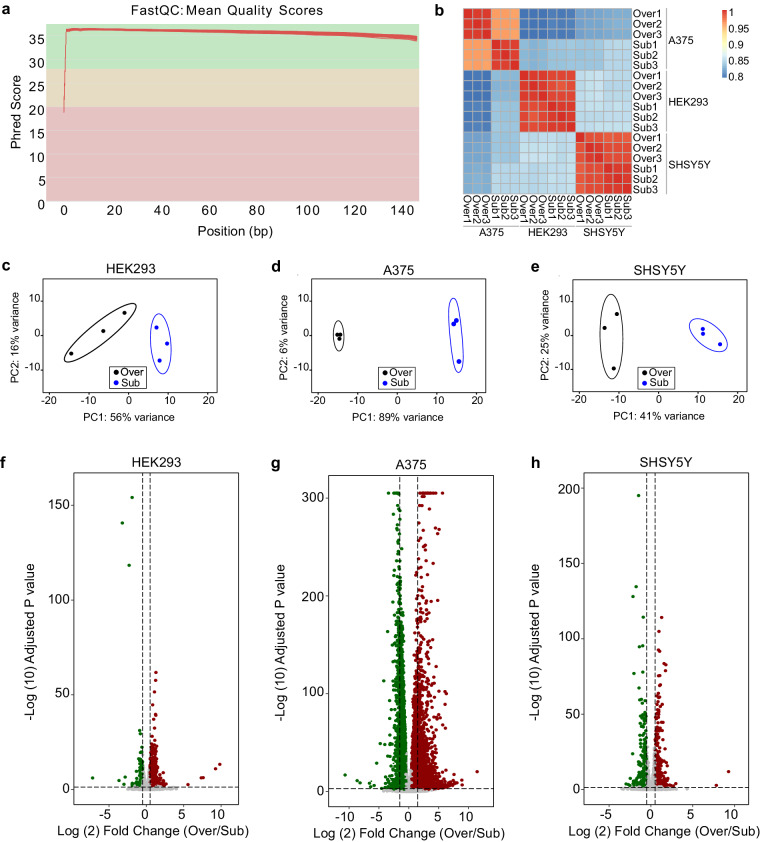
RNA sequencing data for subconfluent and confluent HEK293, A375 and SHSY5Y. (**a**) RNA sequencing quality metrics depicting overall quality per sequence, with FastQC^31^. The x-axis represents the base position in the read, while the y-axis depicts the Phred quality score. (**b**) Heatmap of correlation matrix of RNA-seq for confluent and subconfluent HEK293, A375, and SHSY5Y cancer cell lines. Color intensity indicates correlation coefficients. Principal component analysis (PCA) of RNA sequencing samples in (**c**) HEK293 cells, (**d**) A375 cells and (**e**) SHSY5Y cells shows samples clustering according to cells confluency status. Volcano plots of RNA sequencing data illustrating the differential gene expression between subconfluent and confluent (**f**) HEK293 cells, (**g**) A375 cells and (**h**) SHSY5Y cells. Each gene is plotted based on its fold change and the statistical significance is represented as -log10(p-value). Genes exhibiting significant upregulation in confluent conditions are depicted in red, while those downregulated are shown in green.

### miRNA sequencing from cytoplasmic and nuclear fraction of subconfluent and confluent cancer cells

To assess the miRNA profile in subconfluent vs confluent conditions, RNA was extracted from the cytoplasmic and nuclear fraction of HEK293, A375 and SHSY5Y cells that were either subconfluent or confluent. 

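The cytoplasmic and nuclear fractions came from HEK293, a human embryonic kidney line, A375, a human melanoma line, and SHSY5Y, a human neuroblastoma line. Each fraction of subconfluent and of confluent cells gave 3 small RNA libraries per line. The deposited table gives whole-number counts for 2657 mature miRNA entries, which the authors made by trimming adapters with cutadapt 2.4, mapping to human miRNAs and counting the mapped reads. The counts are not normalized, and 1 entry, miR-886, has no value in the SHSY5Y libraries. The third confluent nuclear library of HEK293 held 39 counts and that of SHSY5Y held 31, and neither is among the libraries drawn in Fig. 5, so both were left out and these groups have 2 libraries. The 34 libraries kept held 9817 to 53775 counts, with a median of 23407. In the cytoplasm, subconfluent HEK293 libraries held 26719 to 48404 counts (median 35625) and confluent ones 23909 to 38170 (median 37318). The corresponding ranges were 13798 to 21677 (median 18991) and 20802 to 32642 (median 30960) in A375, and 20007 to 42729 (median 35177) and 23163 to 31394 (median 29975) in SHSY5Y. In the nucleus, subconfluent HEK293 libraries held 9818 to 23651 counts (median 14211) and the 2 confluent ones 11679 and 15162. A375 nuclear libraries held 9817 to 19178 (median 10969) when subconfluent and 14665 to 25828 (median 15381) when confluent. SHSY5Y nuclear libraries held 32901 to 53775 (median 34565) when subconfluent, and the 2 confluent ones 11160 and 17488. Entries with at least 10 counts in at least 3 libraries of a line were tested, which left 345 in HEK293, 265 in A375 and 348 in SHSY5Y. Counts were scaled by TMM, and groups were compared with edgeR's quasi-likelihood test, in 1 fit per line over its 4 groups, with Benjamini-Hochberg adjustment and a threshold of 0.05. All libraries of a line were pooled under the same index primer, and the 3′ adapters differ between the groups of a line, so an adapter effect and a group effect are not separated within a line. Groups follow the names of the deposited columns. In Table S6 the column for subconfluent cytoplasm holds the mean of the deposited confluent nuclear libraries and the column for confluent nucleus that of the deposited subconfluent cytoplasmic libraries, in all 3 lines. Read by eye, Fig. 6a-d follow the naming of Table S6 and Fig. 6e,f, the SHSY5Y panels, that of the deposited columns. Table 1 and Table S5 carry the names of the deposited columns. By these names the total reads of Table S5 ran from 7056386 to 12103722 in HEK293 cytoplasm and from 1522880 to 5333474 in HEK293 nuclei, while the fractions overlapped in A375 and SHSY5Y. The paper thus uses both namings, and which is right stays open.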

The extracted RNA was taken through a small RNA library preparation and sequenced on Illumina NovaSeq 6000 platform. Furthermore, in subconfluent and confluent HEK293 cells, AGO1-4 was immunoprecipitated from whole cell lysates using the T6B peptide, which recognizes and binds to all four AGO proteins. 

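The T6B peptide binds the AGO proteins that carry mature miRNAs, so these 6 libraries, 3 from subconfluent and 3 from confluent HEK293 cells, hold AGO-bound miRNAs. The paper's results give whole cell lysates as the input and its methods the cytoplasmic fraction, so whether nuclear AGO was included is not settled. An entry not detected in the IP is only one not detected in that input. The libraries are columns of the same deposited count table, made by the authors in the way given for the fractions and not normalized. Subconfluent libraries held 910753, 978132 and 999718 counts, and confluent ones 993140, 1115929 and 1124959, with a median of 996429 over the 6. A total of 537 entries reached 10 counts in at least 3 of them, and this set is called the entries detected in the IP. The libraries of subconfluent and of confluent cells were made in separate pools, so pool and confluency cannot be told apart. Libraries with the same replicate number carry the same 3′ adapter, and their deviations from the group means went together (r = 0.58, 0.34 and 0.39 across the 537 entries, which are not independent replicates), so a fit with the replicate number as a block was run beside the test without it.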

After AGO1-4 immunoprecipitation the RNA was extracted using TRIzol and the small RNA cloned as previously reported^24^. The experiments were carried out in three replicates and the sequences were aligned to human miRNAs using bowtie2 and quantified using bedtools coverage^25^. 

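The libraries can be read by depth and by the miRNAs that filled them. miR-92a-3p, of the miR-17~92 cluster, was the most abundant entry of subconfluent A375 nuclei, with 8.66% ± 1.99 of the counts (SD, n = 3), and the 10 most abundant entries held 42.1%. In the AGO1-4 IP of confluent HEK293 cells, miR-19b-3p of the same cluster held 13.1% ± 0.977 (SD, n = 3), ahead of miR-19a-3p with 9.91% ± 1.13 (SD, n = 3). The 10 most abundant entries together held 52.1% of the counts there. In confluent A375 nuclei miR-3960, an entry not detected in the IP, held 5.12% ± 3.88 and miR-221-3p 5.00% ± 1.66 (SD, n = 3 each), and miR-3960 led in replicate 1 alone, with 9.59%. The total reads of Table S5, which are the paper's values, run from 1522880 to 15473596 in the 34 fraction libraries and from 8342706 to 15944917 in the IP libraries. The deposited counts make up 0.172 to 0.767% of these reads in the fractions (median 0.351%) and 7.00 to 11.9% in the IP (median 9.11%), and all values given here rest on the counts. The 2 nuclear libraries left out held 0.000507% and 0.00121% of their reads as counts.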

Each sample contained between 1.5–15 million reads in total (Table S5). FastQC plots reveal the sufficient quality scores for all reads, providing robust data quality for further analysis (Fig. 5a-d). 

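Profiles of the same fraction and confluency mostly lay closest to each other, and the pair farthest apart was a subconfluent nuclear and a confluent cytoplasmic library of SHSY5Y. miR-4800-3p made 3.26% ± 0.547 of the counts of confluent SHSY5Y cytoplasm and 0.171% ± 0.0717 of those of subconfluent SHSY5Y nuclei (SD, n = 3 each). Correlations were taken across entries, on log2 counts per 1000000 (CPM, scaled by TMM), and entries are not independent replicates. The lowest r of any pair was 0.62 in HEK293, 0.53 in A375, 0.37 in SHSY5Y and 0.97 in the AGO1-4 IP of HEK293. The median r within a group was 0.93 in HEK293, 0.92 in A375, 0.95 in SHSY5Y and 0.99 in the IP, and between groups 0.75, 0.76, 0.77 and 0.98. The most similar library came from the same group for 10 of 11 HEK293, 12 of 12 A375, 11 of 11 SHSY5Y and 6 of 6 IP libraries, and with counts scaled by library totals, without logs, for 10, 8, 11 and 4.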

Heatmap of the correlation matrix of miRNA-seq samples shows the correlation coefficients distribution from 0.7 to 1 and highlights variations in miRNA expression profiles in confluent and subconfluent conditions in HEK293, A375 and SHSY5Y cancer cell lines (Fig. 5e-h). 

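In SHSY5Y, 118 of 348 entries were higher and 130 lower in the nucleus than in the cytoplasm, averaged over both confluencies. In HEK293, 65 entries were higher and 121 lower of 345, and in A375, 20 were higher and 37 lower of 265, at an adjusted p under 0.05 from edgeR. The balance in A375 turned with DESeq2, to 29 higher and 23 lower, and HEK293 had 37 higher and 132 lower with library totals. Entries detected in the AGO1-4 IP of HEK293 were mostly on the nuclear side in HEK293 (61 higher, 16 lower) and SHSY5Y (112 higher, 14 lower), and the entries not detected there mostly on the cytoplasmic side (4 higher and 105 lower, 6 higher and 116 lower). In A375 these counts were 3 higher and 12 lower, and 17 higher and 25 lower. Fitted alone, a setting chosen after the data were seen, the detected entries are scaled to each other, which takes out any shift they share. That fit had 6 higher and 20 lower in HEK293, 22 and 27 in SHSY5Y and 7 and 8 in A375. miR-92a-3p reached 112576 ± 19111 CPM in HEK293 nuclei (SD, n = 5) and 49288 ± 7889 in the cytoplasm (SD, n = 6), a log2 fold change of 1.20 (standard error 0.16, adjusted p = 5.9e-06 from edgeR's quasi-likelihood test). miR-615-3p, which lies in a HOX gene cluster, was higher in A375 nuclei, at 926 ± 236 CPM against 325 ± 109 (SD, n = 6 each), a log2 fold change of 1.42 (standard error 0.35, adjusted p = 0.0049 from edgeR). miR-365a-3p was higher in SHSY5Y nuclei by 1.64 (log2, standard error 0.23, adjusted p = 1.4e-07 from edgeR), and miR-4443 was lower, with a log2 fold change of -2.74 (standard error 0.31, adjusted p = 2.9e-09). miR-1248, whose hairpin overlaps a small nucleolar RNA, was higher in SHSY5Y nuclei with a log2 fold change of 3.62 (standard error 0.39, adjusted p = 1.6e-09 from edgeR). Localization held 55.6% of the variance of log2 CPM in HEK293, 36.3% in A375 and 42.8% in SHSY5Y, and confluency 34.7%, 50.3% and 40.2% (exact permutation p = 0.01 for each, the smallest these libraries allow). Each share is taken within the levels of the other factor, so the 2 overlap and do not divide the variance between them. In libraries simulated with no effect of either factor, the confluency share averaged 20.2%, 18.5% and 21.2% in the same order. Those libraries lack the localization effect that adds to the total variance here, so these values are not a matched baseline. The localization share was not simulated. With the columns named as in Table S6 the shares of localization and confluency trade places in each line. Under those names 48 entries were higher and 12 lower in HEK293 nuclei, 37 and 54 in A375 and 98 and 105 in SHSY5Y. Of these, 3, 4 and 142 were called in the same direction with the deposited names. Of the 5 miRNAs named here none passed under those names, miR-92a-3p with a log2 fold change of -0.18 and miR-615-3p with -0.23. Of the entries detected in the IP, 5 were then higher and 9 lower in HEK293, 17 and 9 in A375 and 94 and 8 in SHSY5Y. In the IP, confluency held 58.1% (exact permutation p = 0.1, the smallest that 3 libraries against 3 allow). The first 2 principal components held 51.7% and 17.8% of the variance in HEK293, 41.3% and 20.3% in A375, 70.1% and 12.7% in SHSY5Y, and 58.9% and 21.2% in the IP.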

The principal component analysis revealed clustering of the samples according to their subcellular localization and confluency status (Fig. 5i-l). 

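miR-210-3p, a miRNA induced under low oxygen whose hairpin lies on chromosome 11 of hg38 from 568089 to 568198 within MIR210HG, was higher in confluent HEK293 cytoplasm and in confluent A375 cytoplasm and nuclei. Its log2 fold change was 1.17 in HEK293 cytoplasm (standard error 0.34, adjusted p = 0.011), 2.64 in A375 cytoplasm (standard error 0.55, adjusted p = 3.6e-04) and 1.69 in A375 nuclei (standard error 0.55, adjusted p = 0.025), all from edgeR's quasi-likelihood test. In HEK293 nuclei it was 1.52 (adjusted p = 0.12), in SHSY5Y nuclei 0.91 (adjusted p = 0.092) and in SHSY5Y cytoplasm 0.24 (adjusted p = 0.64), and the difference between the lines passed the test in the cytoplasm (adjusted p = 0.0016 from edgeR). With the columns named as in Table S6, it passed as a rise in no fraction of any line and as a fall in SHSY5Y cytoplasm (log2 fold change -1.06, adjusted p = 0.042 from edgeR). Confluent cytoplasm of HEK293 had 22 entries higher and 76 lower than subconfluent cytoplasm, A375 had 38 higher and 37 lower, and SHSY5Y had 117 higher and 88 lower. In the nucleus, HEK293 had 4 entries lower and 0 higher (56 at an unadjusted p under 0.05 from edgeR, and 4 by DESeq2), A375 had 50 higher and 16 lower, and SHSY5Y had 62 higher and 77 lower. The balance in SHSY5Y turned with library totals, to 106 higher and 45 lower in nuclei and 102 and 108 in cytoplasm. With DESeq2, which changes both the scaling and the test, SHSY5Y nuclei had 70 higher and 48 lower. In A375 cytoplasm it was 49 and 31 with library totals. With the columns named as in Table S6, 14 of the 98 calls stayed in the same direction in HEK293 cytoplasm, 4 of 4 in its nuclei, 10 of 75 and 12 of 66 in A375, and 119 of 205 and 102 of 139 in SHSY5Y. Among entries detected in the AGO1-4 IP, 80 were lower and 10 higher in confluent SHSY5Y cytoplasm and 74 lower and 2 higher in its nuclei, while among entries not detected there 107 and 60 were higher and 8 and 3 lower. Entries not detected in the IP made 33.4% ± 5.32 of the counts of subconfluent and 64.9% ± 3.04 of confluent SHSY5Y cytoplasm (SD, n = 3 each), against 36.6% ± 4.33 and 20.3% ± 2.58 in HEK293 cytoplasm (exact two-sided permutation p = 0.1 each, the smallest these groups allow). In A375 nuclei they made 13.5% ± 1.22 and 32.4% ± 14.9, also with p = 0.1 from the exact test, and in SHSY5Y nuclei 10.8% ± 1.09 (SD, n = 3) and 27.4% ± 5.70 (SD, n = 2, exact p = 0.1). They fell from 28.0% ± 7.16 to 20.8% ± 2.14 in A375 cytoplasm (SD, n = 3 each, exact p = 0.3), and from 10.9% ± 1.90 (SD, n = 3) to 7.16% ± 2.09 (SD, n = 2, exact p = 0.2) in HEK293 nuclei. With the names of Table S6 the direction turns in HEK293, from 7.16% in subconfluent to 20.3% in confluent cytoplasm and from 10.9% to 36.6% in nuclei. In the other lines it keeps its direction under those names, with 32.4% and 20.8% in A375 cytoplasm, 13.5% and 28.0% in A375 nuclei, 27.4% and 64.9% in SHSY5Y cytoplasm and 10.8% and 33.4% in SHSY5Y nuclei. A375 nuclei and SHSY5Y nuclei shared 37 entries higher in confluent cells and 3 lower, where independent lists would share 10.9 higher, and after adjustment for GC content they shared 9 higher, 7 of the 37 among them, where 3.67 would be shared. With the names of Table S6 they shared 18 higher, where 8.56 would be shared. By the deposited names, 46 of the 50 higher entries in A375 nuclei and 60 of the 62 in SHSY5Y nuclei were not detected in the IP. The expected numbers are taken over all entries, so they understate the sharing that this alone would bring. The 2 lines also carry the same 3′ adapters in each group. In the AGO1-4 IP of HEK293, 99 entries were higher and 90 lower of 537 (145 and 156 with the replicate number as a block). These counts were 112 and 58 with library totals and 69 and 82 with DESeq2. The call of miR-210-3p in A375 nuclei was lost after adjustment for GC content (log2 fold change 1.12, adjusted p = 0.16 from edgeR).

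**Figure D1:**
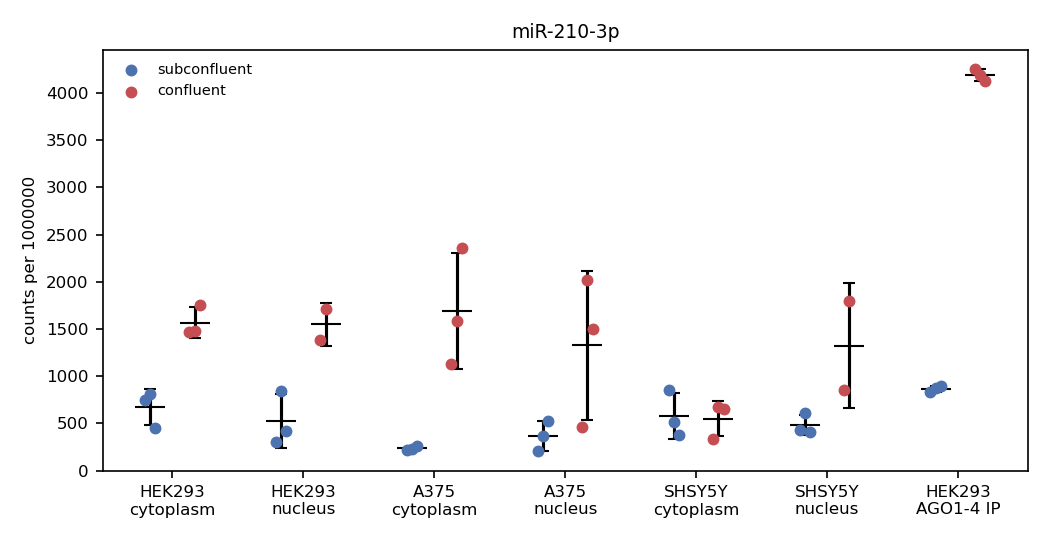
Counts per 1000000 of miR-210-3p (vertical axis) in each library of subconfluent (blue) and confluent (red) cells, by line and fraction, with the mean and SD of each group. The 3 confluent IP libraries lie above the 3 subconfluent ones, as in the cytoplasm of HEK293 and A375, and the groups overlap in SHSY5Y cytoplasm and A375 nuclei. Groups carry the deposited names.

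**Figure D2:**
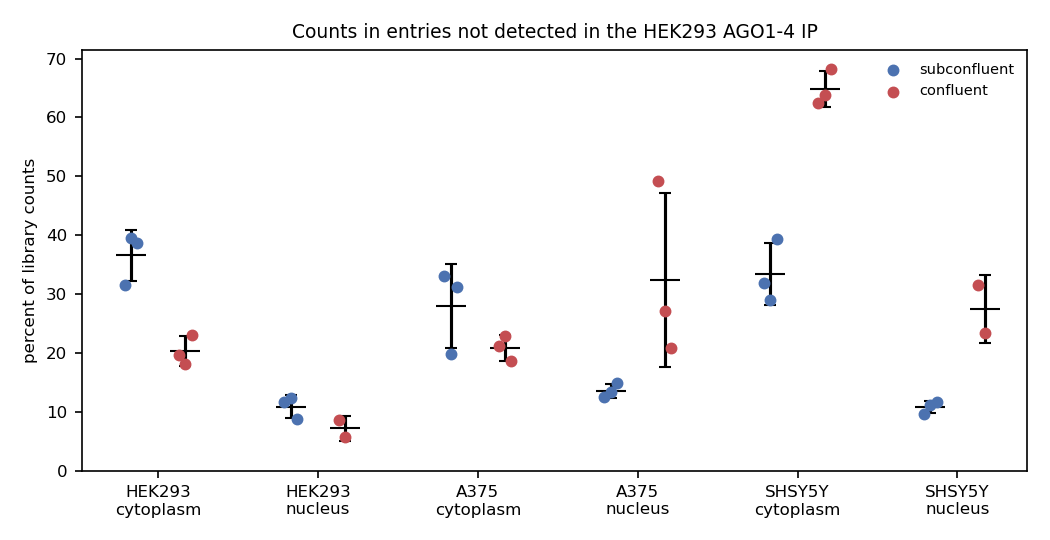
Percent of each library's counts in entries not detected in the AGO1-4 IP of HEK293 (vertical axis), for subconfluent (blue) and confluent (red) libraries, with the mean and SD of each group. The share is higher in all confluent SHSY5Y and A375 nuclear libraries and in all confluent SHSY5Y cytoplasmic libraries, and lower in all confluent HEK293 libraries, by the deposited names. By the names of Table S6 the mean share is higher in confluent HEK293 in both fractions.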

The cytoplasmic and nuclear miRNAs from subconfluent and confluent conditions in HEK293, A375 and SHSY5Y were plotted on a scatter plot, which revealed that the miRNA profile is dependent on cellular confluence (Fig. 6a-f; Table S6). miRNAs samples obtained from total HEK293 lysates after AGO1-4 immunoprecipitation our data did not show significant variation in miRNA profile between subconfluent and confluent cell conditions (Fig. 6g).

**Fig. 5:**
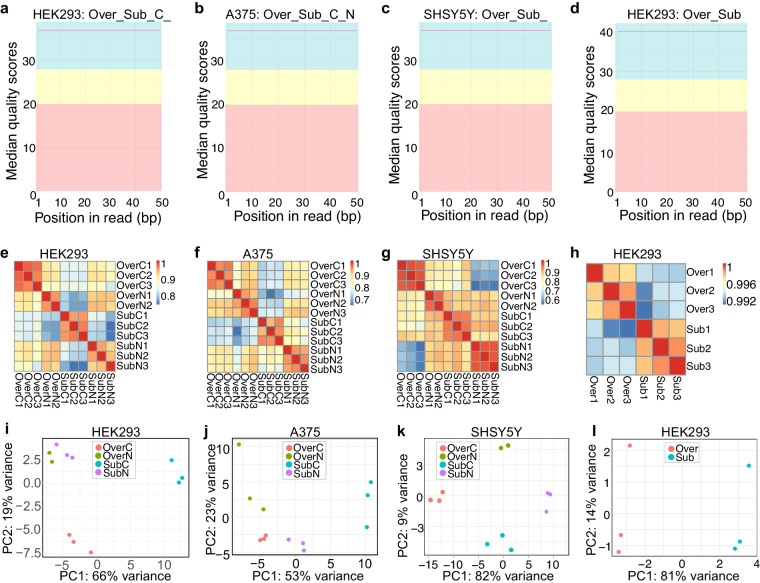
miRNA sequencing data for subconfluent and confluent HEK293, A375 and SHSY5Y. RNA sequencing quality metrics depicting overall quality per sequence, with FastQC^31^, in fractionated (**a**) HEK293, (**b**) A375, (**c**) SHSY5Y cells and (**d**) total HEK293 cells after T6B immunoprecipitation. T6B peptide was used for AGO1-4 proteins pull down. The x-axis represents the base position in the read, while the y-axis depicts the quality score. Heatmap of correlation matrix of miRNA-seq for confluent and subconfluent fractionated (**e**) HEK293, (**f**) A375, (**g**) SHSY5Y cells and (**h**) HEK293 cells after T6B immunoprecipitation. Color intensity indicates correlation coefficients. Principal component analysis (PCA) of miRNA-seq samples in (**i**) HEK293, (**j**) A375, (**k**) SHSY5Y cells and (**l**) HEK293 cells after T6B immunoprecipitation shows samples clustering according to cells confluency status and subcellular localization.

**Fig. 6:**
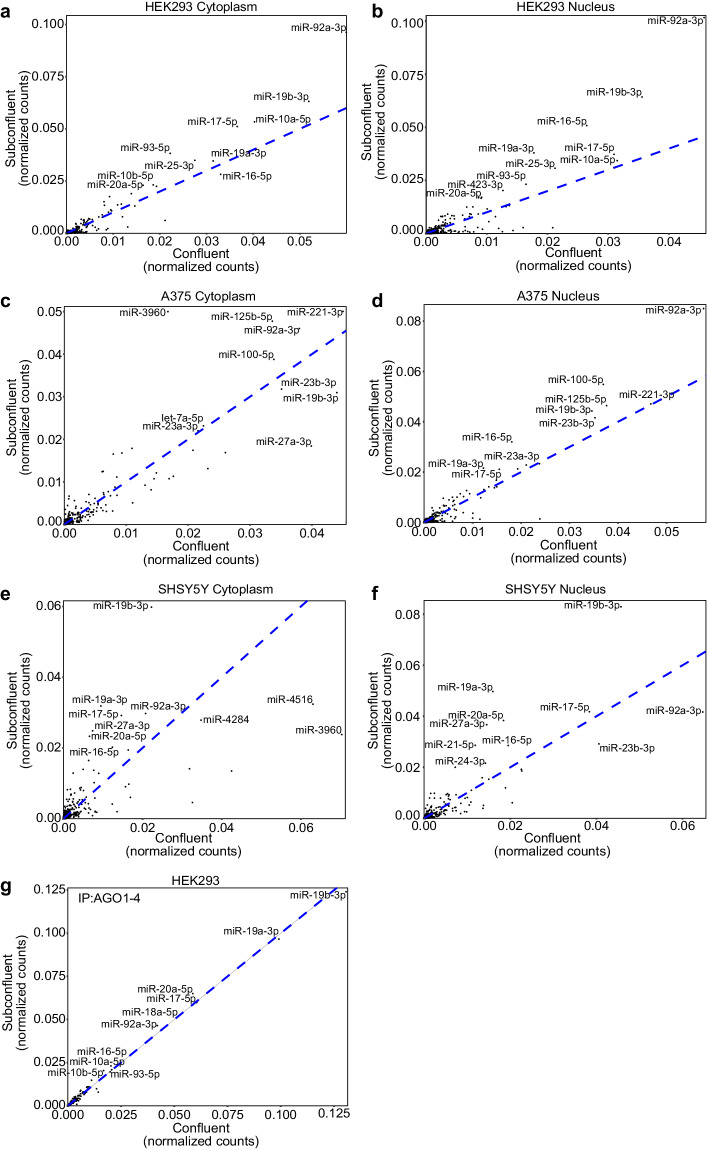
Correlation of miRNA sequencing data between subconfluent and confluent HEK293, A375 and SHSY5Y. Scatterplot of the normalized count correlation between miRNAs profile of HEK293 cells from (**a**) cytoplasmic fraction cells and (**b**) nuclear fraction. Scatterplot of the normalized count correlation between miRNAs profile of A375 cells from (**c**) cytoplasmic fraction cells and (**d**) nuclear fraction. Scatterplot of the normalized count correlation between miRNAs profile of SHSY5Y cells from (**e**) cytoplasmic fraction cells and (**f**) nuclear fraction. (**g**) Scatterplot of the normalized count correlation between miRNAs associated with AGO1-4 in subconfluent vs confluent HEK293 cells. Expression is measured as reads per million.

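In confluent HEK293 cytoplasm, members of the imprinted 14q32 cluster were lower, along with entries such as miR-6165 and miR-4304, and miR-6763-3p was among the entries that rose most. miR-6165, in an intron of NGFR on chromosome 17 of hg38 from 49510817 to 49510900, had 190 ± 90.5 CPM in confluent and 6877 ± 651 in subconfluent cytoplasm (SD, n = 3 each), a log2 fold change of -5.09 (standard error 0.37, adjusted p = 2.0e-09 from edgeR's quasi-likelihood test). miR-6763-3p, within FBRSL1 on chromosome 12 from 132581997 to 132582061, rose from 198 ± 85.2 to 1868 ± 503 CPM (SD, n = 3 each), a log2 fold change of 3.14 (standard error 0.39, adjusted p = 2.3e-06 from edgeR). Of 3 measured members of the 14q32 cluster, 2 fell and none rose, as when adjusted over the list alone (adjusted p = 9.6e-06 for the list from limma's fry), and miR-127-3p had 107 counts in subconfluent and 1 in confluent cytoplasm, a ratio of 96.0 (95% counting interval 16.9 to 3828). None of the 3 is among the entries detected in the AGO1-4 IP of the same line. Over subconfluent HEK293 cytoplasm miR-127-3p had 945 counts per 1000000, and in the IP 1.01 in subconfluent and 1.52 in confluent cells. Of 10 members of the miR-17~92 cluster and its paralogs, which include 7 of the 10 miRNAs labelled in Fig. 6a, miR-20a-5p rose with a log2 fold change of 0.77 (standard error 0.25, adjusted p = 0.026 from edgeR) and 9 did not pass (0 rose when adjusted over the list alone). miR-19b-3p had a log2 fold change of 0.47 (standard error 0.26, adjusted p = 0.21). The let-7 family had 1 of 6 members higher and the miR-15/16 family 1 of 5 (0 in each when adjusted over the list alone), and the neural miRNAs had 1 of 6 lower. None of the 5 HOX-cluster, 5 miR-30 or 3 miR-29 members passed (1 miR-29 member rose when adjusted over the list alone). In confluent nuclei, 4 entries fell and none rose. miR-27a-3p, of the miR-23/27/24 clusters, had 551 ± 62.1 CPM (SD, n = 2) against 2859 ± 1067 (SD, n = 3), a log2 fold change of -2.39 (standard error 0.54, adjusted p = 0.030 from edgeR), and was the only one of its 5 measured members to pass. miR-369-3p of the 14q32 cluster fell by 1.37 (log2) and miR-4668-5p by 2.37 (adjusted p = 0.030 each from edgeR), and miR-886 was at least 8.07-fold lower (0 against 43 counts, from a floor of 3 counts over the group). None of the 10 miR-17~92 and 5 HOX-cluster members passed in nuclei (3 higher in each when adjusted over the list alone). The nuclear count was 0 without either confluent library and 187 with the columns named as in Table S6, a setting chosen after the data were seen, and the cytoplasmic count was 36 to 41 when any 1 subconfluent library was left out. Under those names 0 members of the 14q32 cluster passed in the cytoplasm, and miR-6165 had a log2 fold change of 0.27 (adjusted p = 0.81 from edgeR). Of the miR-17~92 cluster and its paralogs 4 members were then lower in the cytoplasm and 7 in nuclei. miR-6763-3p stayed higher (log2 fold change 2.06, adjusted p = 0.0050 from edgeR), as miR-27a-3p stayed lower in nuclei (-1.89, adjusted p = 4.9e-04). By the deposited names, leaving out 1 subconfluent cytoplasmic library cut the tested entries from 345 to between 294 and 307. Part of the drop to 36 to 41 calls may thus lie in entries no longer tested. Entries that pass the filter only through those libraries can hardly be called higher in confluent cytoplasm.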

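Confluent A375 cytoplasm had more of the miR-183 cluster and less of the 14q32 cluster, and confluent nuclei had more entries not detected in the AGO1-4 IP and less of some abundant miRNAs such as miR-16-5p. miR-96-5p rose by 1.30 and miR-183-5p by 1.18 (log2, adjusted p = 0.029 and 0.036 from edgeR's quasi-likelihood test), 2 of the 3 measured members of the miR-183 cluster and as many when adjusted over the list alone (adjusted p = 0.0074 for the list from limma's fry, with 1 member called by DESeq2). Of 3 members of the 14q32 cluster 2 fell, as when adjusted over the list alone, and 1 with library totals in place of TMM (adjusted p = 2.2e-04 from fry). miR-127-3p of that cluster had 89 counts in subconfluent and 0 in confluent cytoplasm, at least 46.0-fold lower. No measured member of the cluster is among the entries detected in the IP of HEK293. miR-6790-3p, within GTF2F1 on chromosome 19 of hg38 from 6392921 to 6392983, fell from 24648 ± 13776 to 349 ± 56.1 CPM (SD, n = 3 each), a log2 fold change of -6.12 (standard error 0.52, adjusted p = 4.0e-10 from edgeR). miR-4284, on chromosome 7 from 73711317 to 73711397, rose from 419 ± 265 to 5693 ± 2011 CPM (SD, n = 3 each), a log2 fold change of 3.81 (standard error 0.50, adjusted p = 6.6e-07 from edgeR). Of the miR-23/27/24 clusters 2 of 5 members rose, among them miR-27a-3p by 0.90 (adjusted p = 0.038), while miR-92a-3p was the only one of 9 miR-17~92 members to pass, with a log2 fold change of -0.76 (adjusted p = 0.038, and 0 members when adjusted over the list alone). None of the 9 let-7 members and none of the 5 members of the miR-99/100 and miR-125 families passed. In nuclei, miR-4327, on chromosome 21 from 30375294 to 30375378, rose from 223 ± 44.9 to 3730 ± 2806 CPM (SD, n = 3 each), a log2 fold change of 4.00 (standard error 0.59, adjusted p = 4.7e-05 from edgeR). miR-369-3p had a log2 fold change of -2.11 (standard error 0.36, adjusted p = 1.3e-04 from edgeR), and miR-16-5p fell from 33213 ± 12337 to 13589 ± 2796 CPM (SD, n = 3 each, log2 fold change -1.29, adjusted p = 0.0022). The miR-15/16 family had 2 of 4 members lower and the miR-17~92 cluster 1 of 9, as when adjusted over each list alone (adjusted p = 0.065 for each list from fry). Of the entries called in nuclei, 46 of the 50 that were higher were not detected in the IP. Fold changes in nuclei went with the GC content of the hairpin arm (r = 0.48 across entries), and after adjustment for it 25 of those 46 stayed higher, and 1 miR-15/16 and 2 miR-17~92 members were lower. The cytoplasmic count of 75 was 41 without subconfluent replicate 2 or 3 and 33 with the columns named as in Table S6, and the nuclear count of 66 was 39 without confluent replicate 1, which held the largest share of entries not detected in the IP. Under those names 0 members of the miR-183 cluster, the 14q32 cluster and the miR-23/27/24 clusters passed in the cytoplasm. miR-4327 then fell in nuclei (log2 fold change -3.25, adjusted p = 0.035 from edgeR), and miR-16-5p stayed lower (-0.86, adjusted p = 0.043).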

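In confluent SHSY5Y cells most measured members of several miRNA families were lower, in both fractions, and entries not detected in the AGO1-4 IP made up most of what was higher. In the cytoplasm, 9 of 11 members of the miR-17~92 cluster and its paralogs were lower and none was higher (8 lower by DESeq2, and 5 lower and 2 higher with entries detected in the IP alone, adjusted p = 4.7e-04 for the list from limma's fry). Of 8 neural miRNAs 7 were lower (3 of 7 with entries detected in the IP alone, adjusted p = 1.6e-04 from fry). All 3 miR-29, 4 of 5 miR-15/16, 3 of 5 miR-30 and 3 of 5 miR-23/27/24 members were also lower in the cytoplasm, and with entries detected in the IP alone 1 miR-29 member was lower and 1 miR-30 member higher. Of 9 let-7 members 4 were lower, but the median of the family turned to 0.40 with entries detected in the IP alone. In nuclei, 6 of 11 miR-17~92, 7 of 8 neural, 4 of 5 miR-15/16, 4 of 5 miR-30, 3 of 3 miR-29 3 of 5 miR-23/27/24, 4 of 9 let-7 and both measured members of the miR-221 and miR-222 cluster were lower and none was higher (1 miR-17~92 member was higher and 4 lower with library totals), and 1 of 5 members of the miR-99/100 and miR-125 families was higher. Each of these counts was the same when adjusted over the list alone. Of all 191 entries detected in the IP, 80 were lower in the cytoplasm and 74 in nuclei. The let-7 counts, 4 of 9 in each fraction, lie near that share, and the miR-23/27/24 counts, 3 of 5 in each, not far above it. miR-19b-3p, which shares its sequence between 2 hairpins, fell from 52333 ± 8858 to 22080 ± 473 CPM in the cytoplasm (SD, n = 3 each), a log2 fold change of -1.24 (standard error 0.20, adjusted p = 2.8e-06 from edgeR's quasi-likelihood test), and -0.46 after adjustment for GC content (adjusted p = 0.018 from edgeR). In nuclei its log2 fold change was -1.40 (standard error 0.23, adjusted p = 1.0e-05 from edgeR), a call that was lost after adjustment for GC content (-0.45, adjusted p = 0.054 from edgeR). miR-32-5p, in TMEM245 on chromosome 9 of hg38 from 109046229 to 109046298, had log2 fold changes of -3.06 in the cytoplasm (standard error 0.38, adjusted p = 3.5e-08) and -3.83 in nuclei (standard error 0.49, adjusted p = 4.7e-07), both from edgeR. miR-6892-3p, within ZYX on chromosome 7 from 143382686 to 143382800, rose from 710 ± 89.7 to 7387 ± 1152 CPM in the cytoplasm (SD, n = 3 each), a log2 fold change of 3.35 (standard error 0.30, adjusted p = 3.2e-11 from edgeR). miR-3960 rose from 19838 ± 6696 to 71526 ± 13367 CPM in the cytoplasm (SD, n = 3 each, log2 fold change 1.85, adjusted p = 2.9e-07), a call that was lost after adjustment for GC content (log2 fold change 0.25, adjusted p = 0.28 from edgeR). Fold changes went with the GC content of the hairpin arm (r = 0.58 in the cytoplasm and 0.60 in nuclei, across entries, which are not independent replicates). After adjustment for it, 7 miR-17~92, 6 neural, 4 miR-15/16, 3 miR-23/27/24, 1 miR-29, 1 miR-30 and 1 let-7 members were lower in the cytoplasm, where 1 miR-15/16 member was higher. In nuclei 5 miR-17~92, 6 neural, 4 miR-15/16, 3 miR-29, 1 miR-30 and 0 miR-221 and miR-222 members were then lower and 1 miR-17~92 member was higher. Of the miR-23/27/24 clusters 3 were then lower and 2 higher, and 1 let-7 member was lower, with the median of that family turning from -0.33 to 0.19. Of the 60 nuclear entries outside the IP that were higher, 14 stayed higher after that adjustment, and 12 of the 34 entries then higher were detected in the IP. The nuclear count of 139 was 56 without confluent replicate 1, 89 without confluent replicate 2 and 212 with the columns named as in Table S6. Under those names 10 miR-17~92, 9 let-7, 5 miR-23/27/24, 2 miR-15/16, 2 miR-30, 0 neural and 0 miR-29 members were lower in the cytoplasm and none was higher. In nuclei they were 10 miR-17~92, 9 let-7, 5 miR-23/27/24, 5 miR-15/16, 5 miR-30, 2 neural and 3 miR-29 members, again with none higher. From the scatter plots of the 3 lines, the paper concludes that the miRNA profile of the fractions depends on cellular confluence.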

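In the AGO1-4 IP of confluent HEK293 cells, miR-210-3p and all measured members of the miR-34 and miR-449 families and of the miR-181 family were higher, and all measured members of the miR-30 family were lower. miR-210-3p rose from 897 ± 33.6 to 4051 ± 307 CPM (SD, n = 3 each), a log2 fold change of 2.17 (standard error 0.09, adjusted p = 4.1e-07 from edgeR's quasi-likelihood test). Of the miR-34 and miR-449 families, whose miR-34 members are induced by p53, 5 of 5 rose (4 by DESeq2, adjusted p = 4.3e-05 for the list from limma's fry, and 0.0083 with the replicate block), among them miR-34c-5p by 1.38 (log2, standard error 0.15, adjusted p = 1.9e-04) and miR-449c-5p by 1.50 (log2, standard error 0.19, adjusted p = 4.4e-04). Of the miR-181 family 4 of 4 rose (2 by DESeq2, adjusted p = 8.2e-04 from fry), miR-181d-5p by 1.04 (log2, standard error 0.10, adjusted p = 1.3e-04 from edgeR). Of the miR-30 family 5 of 5 fell (4 with library totals, adjusted p = 0.0017 from fry), miR-30d-5p from 4331 ± 343 to 2185 ± 69.4 CPM (SD, n = 3 each, log2 fold change -0.99, adjusted p = 9.7e-05 from edgeR). miR-140-3p, within WWP2 on chromosome 16 of hg38 from 69933081 to 69933180, fell from 402 ± 32.8 to 156 ± 19.2 CPM (SD, n = 3 each), a log2 fold change of -1.36 (standard error 0.13, adjusted p = 9.7e-05 from edgeR). miR-138-5p rose by 1.59 (log2, standard error 0.18, adjusted p = 2.1e-04) and miR-328-3p by 1.42 (log2, standard error 0.13, adjusted p = 9.7e-05). The 3 family counts were the same when adjusted over each list alone. Pool and confluency cannot be told apart in the IP. The confluencies of the HEK293 fractions share 1 pool. There, none of 5 miR-30, 3 miR-181 and 1 miR-34 and miR-449 members passed by the deposited names, while miR-210-3p rose in the cytoplasm. The miR-30 median log2 fold change was 0.17 in the cytoplasm and -0.60 in nuclei, where 2 members were lower by the names of Table S6. The most abundant miRNAs moved less, and of the 10 labelled in Fig. 6g only miR-10b-5p passed without the replicate block, with a log2 fold change of -0.39 (standard error 0.11, adjusted p = 0.027 from edgeR). With the block 9 of the 10 were lower, by 0.38 (log2) or less, and only miR-19b-3p did not pass. That fit gave miR-210-3p an adjusted p of 4.9e-201 from edgeR. With so few libraries, so small a value rests on a spread pooled over entries. The calls of small shifts with the block depend on that pooling. miR-19b-3p had 127061 ± 14358 CPM in confluent and 131167 ± 12436 in subconfluent cells (SD, n = 3 each), a log2 fold change of -0.05 (standard error 0.13, adjusted p = 0.82), and its sign turned with library totals (0.057). After adjustment for GC content in the blocked fit it passed as a rise (0.076, adjusted p = 0.044 from edgeR). Of 13 members of the miR-17~92 cluster and its paralogs, miR-363-3p rose and miR-106b-5p fell (0 and 0 when adjusted over the list alone), and 2 rose and 8 fell with the replicate block (adjusted p = 0.040 for the list from fry). After adjustment for GC content in the blocked fit 4 rose and 5 fell, and the median moved from -0.09 to -0.03. Of 9 let-7 members 2 rose, of 7 miR-15/16 members 2 fell (1 rose and 2 fell when adjusted over the list alone), and none of 3 miR-29 and 5 miR-99/100 and miR-125 members passed. With the replicate block 1 miR-15/16 member rose and 4 fell, and 1 miR-29 member rose. After the GC adjustment of that fit 0 miR-15/16 members rose and 4 fell, 3 miR-29 members rose, and 1 member of the miR-99/100 and miR-125 families fell. The 189 calls were 118 without confluent replicate 2 and 124 without subconfluent replicate 2. The paper states that the miRNA profile after AGO1-4 IP showed no significant variation between subconfluent and confluent cells.

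**Figure D3:**
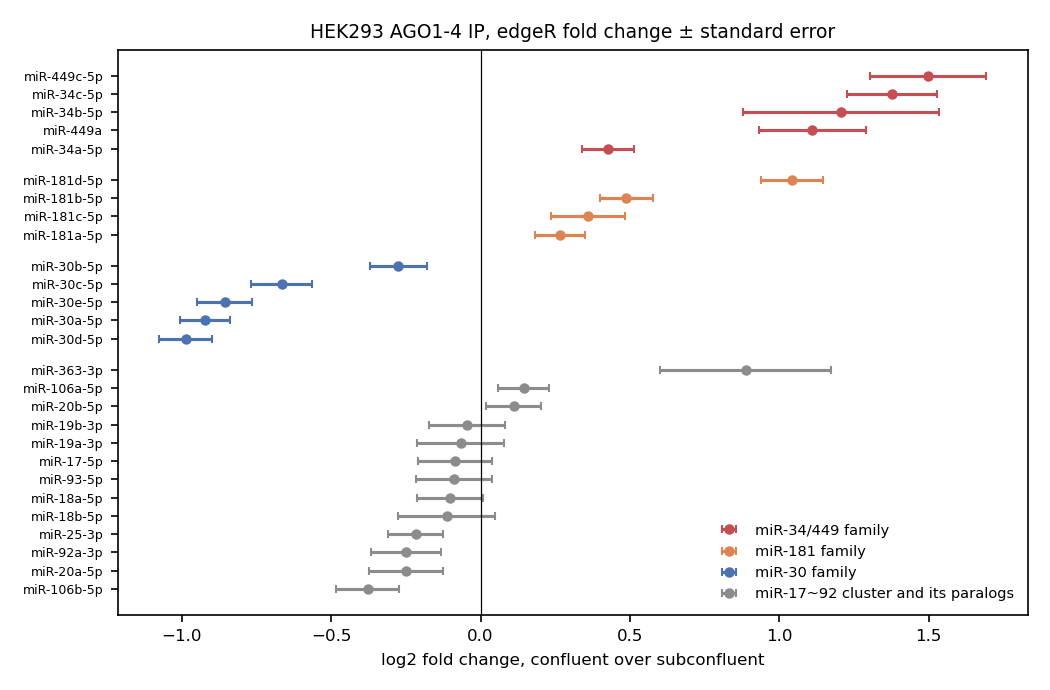
Log2 fold change (confluent over subconfluent, horizontal axis) of each measured member of 4 lists in the AGO1-4 IP of HEK293, with the standard error from edgeR. All miR-34, miR-449 and miR-181 members lie above 0 and all miR-30 members below 0, and members of the miR-17~92 cluster and its paralogs lie on both sides, with a median that turns from -0.09 to 0.01 under library totals.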

### Interactome of AGO proteins in the nucleus of confluent cells

To understand what the interactome of AGO proteins are in the nucleus of confluent cells, compared to non-confluent cells, we performed immunoprecipitation of AGO1-4 using the T6B peptide, from cytoplasmic and nuclear fractions of HEK293 cells. The immunoprecipitation assay indicated that AGO2 was immunoprecipitated only from the cytoplasmic fraction in subconfluent cells and from both the cytoplasmic and nuclear fraction in confluent cells (Fig. 7a). Immunoprecipitated AGO proteins were next subjected to mass spectrometry to identify protein interactors of AGO. The false discovery rate (FDR), which represents the proportion of false positive hits, among the peptide-spectrum maches (PSM), peptide groups, proteins and protein groups were less than 0.3% (Table S7). The principal component analysis revealed clustering of the experimental replicas (Fig. 7b). Enriched AGO interactors from the cytoplasmic fraction are depicted in Table S8 and from the nuclear fraction in Table S9. Fold change of 1.5 and p-value of 0.05 were considered as significant. Interestingly, in the nucleus of confluent cells AGO1-4 proteins gain a new interactome of protein partners (Fig. 7c,d).

**Fig. 7:**
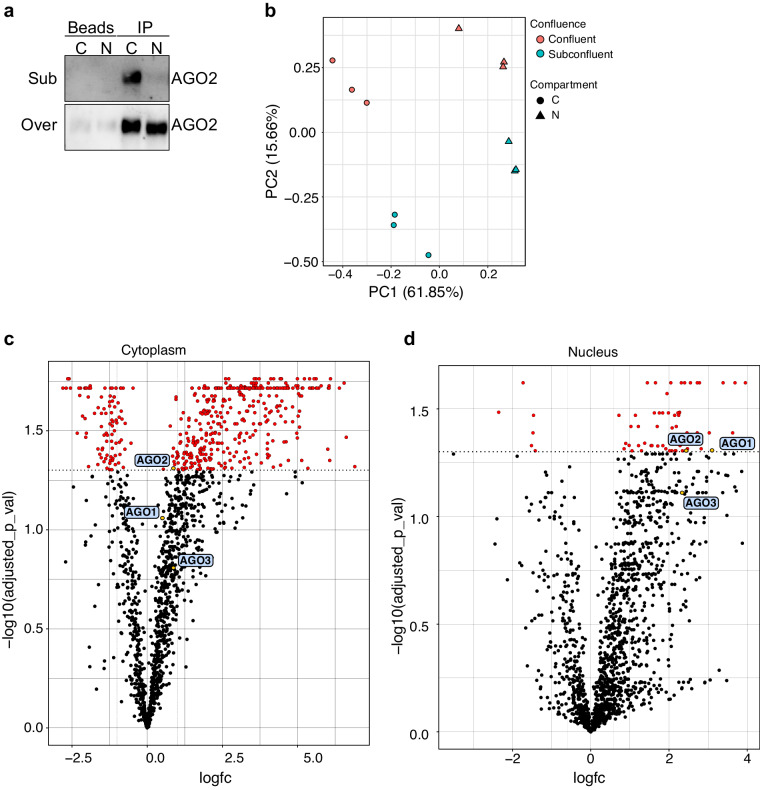
Mass spectrometry of AGO1-4 interactors in subconfluent and confluent HEK293 cells. (**a**) Representative AGO2 immunoblots from cytoplasmic and nuclear fractions of subconfluent (50%) and confluent (100%) cells after either AGO1-4 or bead only immunoprecipitation assay in HEK293 cells. (**b**) Principal component analysis (PCA) of mass spectrometry sequencing samples in HEK293. Volcano plot of mass spectrometry sequencing data obtained for (**c**) cytoplasmic and (**d**) nuclear fractions of confluent and subconfluent HEK293 cells.

### Supplementary information

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

Supplementary Table 7

Supplementary Table 8

Supplementary Table 9

## Data Availability

No custom code was used

How the deposited data were processed for this re-analysis (not part of the article)

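Small RNA was sequenced from the cytoplasmic and nuclear fractions of subconfluent and confluent HEK293, A375 and SHSY5Y cells, and from AGO1-4 immunoprecipitates (IP) of subconfluent and confluent HEK293 cells, in 3 libraries per group, 42 in all. By the submitters' notes and the paper's methods, the authors trimmed adapters with cutadapt 2.4, mapped the reads to human miRNAs with bowtie2 and counted them with bedtools coverage, and the genome build is given as hg38. The versions of bowtie2 and bedtools, the miRNA annotation release and the mapping options are not stated in the paper's text. The deposited table holds raw counts, 1 whole number per mature miRNA entry and library, with no normalization. Mature sequences that several hairpins share under 1 name, such as miR-19b-3p and miR-92a-3p, are 1 entry. How reads shared by identical or near-identical entries under different names were counted is not stated in the paper's text. miR-365a-3p and miR-365b-3p are 2 such entries and may share reads. Both were higher in SHSY5Y nuclei than in the cytoplasm, with log2 fold changes of 1.64 and 1.57.

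Each sample's group was taken from its column name. HEK293 and SHSY5Y confluent nuclear replicate 3, with 39 and 31 counts and not drawn in Fig. 5, were left out, except in an alternative that keeps all mapped libraries. miR-886, missing in SHSY5Y, was left out of that line. Entries with at least 10 counts in at least 3 libraries of a fit were kept, the filter the paper states for its RNA-seq genes. Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM scaling, quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05), 1 fit per line over its 4 groups and 1 fit for the IP. The 34 fraction libraries kept held 9817 to 53775 counts and the 6 IP libraries 910753 to 1124959, so 1 count is a far larger share of a fraction library. CPM are counts per 1000000 after TMM scaling, and log2 CPM used a prior count of 2. Confluent was compared with subconfluent in each fraction and in the IP, nucleus with cytoplasm in each line, and the differences of the confluency effect between fractions and between lines were tested as interactions. Lists were tested with fry of limma 3.58.1, which asks whether the members move one way on balance and does not compare a list with other entries, with adjustment over the lists of a comparison. The share of variance held by confluency within fractions, and by localization within confluencies, was tested by exact permutation of the labels. Ratios against 1 to 3 counts carry 95% counting intervals, folds against 0 counts use a floor of 3 counts over the group, and both cover counting error only. Hairpins were matched by name to the GENCODE 44 annotation on hg38, which placed 2566 entries (96.6%), and GC content was taken over the hairpin arm.

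The lists, the comparisons and the rule for the named miRNAs were fixed before the data were examined. Named are the miRNAs labelled in Fig. 6, whose values in Table S6 had been seen, and up to 6 with the largest rise and 6 with the largest fall among those past the threshold, with a mean of at least 100 CPM and no overlap between the groups' libraries, and members of the lists as examples. The lists are the miR-17~92 cluster and its paralogs, the let-7, miR-15/16, miR-29, miR-30, miR-34/449, miR-181 and miR-200 families, the miR-99/100 and miR-125 families, the miR-23/27/24, miR-183 and miR-221/222 clusters, miR-210, the HOX-cluster, neural, melanocyte and melanoma, and blood, endothelial, liver and mesenchymal miRNAs, the 14q32 imprinted cluster, the chromosome 19 and pluripotency clusters, the Microprocessor-independent miRNAs, and entries that overlap tRNA, snRNA, snoRNA, rRNA or mitochondrial RNA.

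The code was first tested on simulated counts with 200 changed entries in each of 5 simulations. edgeR recovered 89.2% of tested 4-fold changes in HEK293 cytoplasm, 65.5% in HEK293 nuclei, 81.6% in A375 cytoplasm, 68.9% in A375 nuclei, 91.1% in SHSY5Y cytoplasm, 73.3% in SHSY5Y nuclei and 100% in the IP. Of tested 2-fold changes it recovered 39.7%, 10.9%, 15.9%, 20.9%, 32.6%, 23.9% and 89.4% in the same order. These are changes with confluency, so that most 2-fold changes with confluency in the fractions pass unseen. Of 2-fold changes with localization it recovered 34.7% in HEK293, 53.3% in A375 and 72.5% in SHSY5Y. The replicate numbers of the IP pair its libraries: same-numbered libraries share a 3′ adapter, and their deviations correlated in all 3 pairs. Those of different numbers had a mean r of -0.21, a negative value that follows from the positive ones, since deviations from a group mean sum to 0. The numbers of the fraction libraries did not pair confluent with subconfluent libraries. Deviations of same-numbered cytoplasmic and nuclear libraries correlated weakly, at 0.03 to 0.10 in HEK293, -0.01 to 0.20 in SHSY5Y and -0.16 to 0.26 in A375. The reported localization tests do not use that pairing. Alternatives were DESeq2 1.42.0, library totals without TMM, other filters on low counts, the stricter thresholds of the paper's RNA-seq methods (adjusted p under 0.01 and absolute log2 fold change over 0.5), only the groups compared, a replicate block, all mapped libraries, entries overlapping other RNAs removed, and each replicate left out in turn. Alternatives chosen after seeing the data were a fit of the entries detected in the IP alone, the group names of Table S6, and an adjustment for GC content by loess. The reads themselves were not analysed, and the RNA-seq and proteome of the study, which the paper deposited elsewhere, were not among the files at hand.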

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

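The adapter and RNA-class tests of the entries lower in both lines, the tests of composition and of GC content as whole causes, and the GC test of the IP were chosen after the result was seen.

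The effect of confluency differed between nucleus and cytoplasm for 14 entries in HEK293 by the interaction test of edgeR, led by miR-139-3p (log2 difference 4.21, adjusted p = 3.3e-04). In A375 it differed for 39 entries, led by miR-663a (log2 difference 5.10, adjusted p = 1.8e-05 from edgeR). Of 100 splits of the libraries, 4 gave as many, the real one included, and the highest other split gave 57. The splits mix the confluency labels within each fraction. They stand for no effect of confluency at all, so they cannot test a difference of the effect between fractions. In SHSY5Y it differed for 5 entries, miR-4800-3p (-2.37), miR-6075 (-2.60), miR-6892-3p (-1.86), miR-619-5p (3.01) and miR-1246 (3.26), all log2 differences, nucleus minus cytoplasm, some named after their values were seen. Between the 3 lines, the effect of confluency in the cytoplasm differed for 195 of 459 entries, led by miR-483-3p (adjusted p = 8.7e-11 from edgeR). Only 1 of 100 splits, the real one, gave as many (highest other 137). These splits mix the confluency labels within each line, so for the same reason they cannot test a difference between lines. In the nucleus it differed for 18 of 299 entries, led by miR-18a-5p, miR-32-5p and miR-619-5p (adjusted p = 0.0062 each from edgeR). The between-line count in nuclei and the counts between fractions in all 3 lines moved by over 1.5 times without single libraries (in A375 to 25 without cytoplasm confluent replicate 2 and 22 without nucleus confluent replicate 1), which are named with their values in the part on the processing.

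HEK293 AGO1-4 IP libraries differed by confluency in 189 of 537 entries, and in 301 with the replicate block. The block leaves few degrees of freedom per entry, so the 301 rest on a spread pooled over entries. After adjustment for GC content in the blocked fit, 247 of the 301 stayed past the threshold in the same direction (128 of 189 without the block, the fit run first), which argues against GC content as the whole cause. The libraries of each confluency were made as 1 pool, and log2 fold changes correlated across entries at r = -0.206 with those of HEK293 cytoplasm by the deposited names, whose confluencies share 1 pool, so a difference between pools and an effect of confluency cannot be told apart. Of 10 splits only the real one gave as many calls (highest other 0), and among the 4 that part all 3 pairs the highest other was also 0, too few splits for a share under 0.05. An effect of confluency on AGO-bound miRNAs remains open.

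Of 221 entries tested in both lines, 21 were lower in confluent cytoplasm of both HEK293 and A375 by the deposited names, where independent lists would share 6.19, and they held 11.1% ± 0.605 of counts in subconfluent HEK293 cytoplasm and 2.45% ± 0.505 in confluent, and 8.48% ± 2.95 and 0.997% ± 0.109 in A375 (SD, n = 3 each). Of all lower entries, 63 of 76 in HEK293 and 29 of 37 in A375 were not detected in the IP. The 6.19, taken over all entries, thus understates the sharing that this alone would bring. Libraries with the same 3′ adapter deviated together across lines, with a mean r of 0.256. For different adapters it was -0.131, a difference of 0.387 (permutation p = 1e-04, the smallest the permutations can give). Deviations from a group mean sum to 0, so the negative value follows from the positive one and widens the difference. An adapter effect may run through the fractions. Between HEK293 and A375 cytoplasm, though, the covariance of same-adapter deviations was 0.0211 and that of the log2 fold changes 1.29. An adapter effect was weighed further for these entries. The adapter is not the whole cause of these entries, since SHSY5Y, with the same adapters, had a log2 fold change under -1 for only 5 of the 21. It was above 0 for 12 of them. After adjustment for GC content, 19 of the 21 stayed lower in both lines. The HEK293 IP detected 2 of the 21, miR-483-3p and miR-132-3p, against 59.3% of all entries tested in both lines, so by these names a candidate explanation is RNA that is not AGO-bound miRNA, present at different levels in the cytoplasmic fractions. With the names of Table S6 only 1 of the 21 was lower in both lines and their share went from 0.950% to 2.45% in HEK293 and from 2.30% to 0.997% in A375, so whether confluency, the fractionation or the naming makes the pattern remains open.

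In confluent SHSY5Y cytoplasm, 80 of the entries detected in the IP were lower (36 of these, with 2 higher, by the names of Table S6), while entries not detected there filled more of the counts. With the detected entries fitted alone, 32 of the 80 stayed lower and 0 were higher, with the median log2 fold change at -1.39 before and -0.68 after (SD 0.66), and 64 of 191 entries passed in that fit, which argues against composition as the whole cause. After adjustment for GC content 51 of the 80 stayed lower, 57 of the 107 entries outside the IP stayed higher and 141 of 348 entries passed, which argues against GC content as the whole cause. How much of the pattern composition and GC content account for could not be settled, since both moved with confluency. A change in AGO-bound miRNAs with confluency remains open.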

How the results depend on the processing

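The fit of the entries detected in the IP alone, the Table S6 names and the GC adjustment were chosen after the results were seen, and the other settings were planned. Of 89 named effects, the planned settings other than leaving out a replicate kept direction and side of the threshold in 676 cases, 43 lost the call, 4 gained it and 1 reversed, and leaving out 1 replicate kept 534, lost 80, gained 1 and reversed 4. miR-19b-3p in the IP reversed to 0.057 with library totals, 0.040 without confluent replicate 2 and 0.01 without subconfluent replicate 3, and miR-210-3p in SHSY5Y cytoplasm to -0.05 without confluent replicate 2 and -0.13 without subconfluent replicate 3 (up to 0.59 without confluent replicate 1), with no value past the threshold. Of 63 named calls in the fractions, the names of Table S6 kept 23 past the threshold in the same direction and 2 in the opposite one, and 38 did not pass. The cause was not tested for any difference below, apart from what fewer entries or libraries bring.

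Counts of calls are given with the value of the reported fit in brackets. No filter gave 170 in HEK293 cytoplasm (98), 8 in HEK293 nuclei (4) and 73 in SHSY5Y nuclei (139). A mean of at least 10 CPM gave 221 in HEK293 cytoplasm, 10 in HEK293 nuclei, 119 in A375 cytoplasm (75), 87 in SHSY5Y nuclei and 29 between lines in nuclei (18). The stricter thresholds gave 0 in HEK293 nuclei, 49 in A375 cytoplasm, 38 in A375 nuclei (66), 87 in SHSY5Y nuclei, 84 in the IP (189), 24 for A375 localization (57), 1, 24 and 2 between fractions in HEK293, A375 and SHSY5Y (14, 39 and 5), and 122 and 4 between lines in cytoplasm and nuclei (195 and 18). DESeq2 gave 22 between HEK293 fractions and 38 between lines in nuclei, library totals 8 between SHSY5Y fractions and 30 between lines in nuclei, all mapped libraries 22 between HEK293 fractions, and only the groups compared 9 in HEK293 nuclei. The entries detected in the IP alone gave 12, 0, 24, 13, 64 and 63 in cytoplasm and nuclei of HEK293, A375 and SHSY5Y (98, 4, 75, 66, 205 and 139), 26, 15 and 49 for localization (186, 57 and 248), 4, 2 and 0 between fractions, and 58 between lines in cytoplasm. The names of Table S6 gave 187 in HEK293 nuclei, 33 in A375 cytoplasm and 212 in SHSY5Y nuclei. They gave 77, 53 and 191 in HEK293 cytoplasm, A375 nuclei and SHSY5Y cytoplasm, and 60, 91 and 203 for localization. Between lines they gave 122 and 32 in cytoplasm and nuclei. The 14, 39 and 5 calls between fractions cannot change under those names, since the exchange of groups leaves that contrast the same. With the replicate block, the IP gave 301, all 189 among them, and the between-line test in nuclei 36, though fraction numbers do not pair confluent with subconfluent libraries, and the block moved no other count by over 1.5 times.

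With library totals the share of higher among called entries was 70.2% in SHSY5Y nuclei (44.6% with TMM), 65.9% in the IP (52.4%), 21.9% for HEK293 localization (34.9%), 61.3% in A375 cytoplasm (50.7%) and 100% between SHSY5Y fractions (40%), and with DESeq2 59.3% in SHSY5Y nuclei and 55.8% for A375 localization (35.1%). Library totals moved the median log2 fold change by 0.49 in SHSY5Y nuclei, -0.23 in SHSY5Y cytoplasm, 0.14 in A375 cytoplasm, 0.11 in the IP, -0.22 and -0.23 for HEK293 and SHSY5Y localization, and 0.72 and -0.15 between fractions in SHSY5Y and A375, and DESeq2 by 0.23 in SHSY5Y nuclei, -0.13 for SHSY5Y localization and 0.13 between SHSY5Y fractions.

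Leaving out 1 replicate in turn gave 36 to 102 calls in HEK293 cytoplasm (41, 40 and 36 without subconfluent replicates 1, 2 and 3), 0 to 10 in HEK293 nuclei (0 without either confluent replicate, 10 and 2 without subconfluent replicates 2 and 3), 41 to 59 in A375 cytoplasm (41 without subconfluent replicate 2 or 3), 39 to 80 in A375 nuclei (39 without confluent replicate 1), 162 to 207 in SHSY5Y cytoplasm, 56 to 126 in SHSY5Y nuclei (56 and 89 without confluent replicates 1 and 2) and 118 to 185 in the IP (118 and 124 without confluent and subconfluent replicate 2). Where a group of 2 loses 1, the lone library is assumed to vary like the other groups. Localization gave 151 to 192, 38 to 56 and 206 to 244 in HEK293, A375 and SHSY5Y. Between HEK293 fractions it gave 3 to 24 (cytoplasm 5 and 8 without confluent replicates 1 and 2, 3 and 4 without subconfluent 2 and 3, nuclei 3 and 6 without confluent 1 and 2, 24 without subconfluent 1), between A375 fractions 22 to 45 (25 without cytoplasm confluent 2, 22 without nucleus confluent 1), and between SHSY5Y fractions 1 to 8 (cytoplasm 2 and 3 without confluent 2 and 3, 3, 3 and 8 without subconfluent 1, 2 and 3, nuclei 2 without either confluent, 2 and 1 without subconfluent 1 and 2). Between lines it gave 160 to 203 in cytoplasm and 3 to 34 in nuclei (A375 10 and 11 without subconfluent 1 and 2, HEK293 3 and 6 without confluent 1 and 2, 5 and 34 without subconfluent 2 and 3, SHSY5Y 3 and 4 without confluent 1 and 2, 6, 8 and 10 without subconfluent 1, 2 and 3). The variance share of confluency ran from 26.7 to 38.6% in HEK293 (37.6% without nuclear confluent replicate 2, exact permutation p = 0.05), 48.0 to 54.7% in A375, 34.1 to 43.3% in SHSY5Y and 59.3 to 65.1% in the IP, and that of localization from 53.3 to 58.8%, 34.3 to 38.6% and 36.6 to 48.6%.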

Differences from the paper's values

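The settings of the lowest correlation that use every entry, and the comparison with the columns of Table S6, were chosen after the values were seen.

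The lowest correlation between libraries was 0.371 (across the entries tested, on log2 CPM), against the paper's 0.7 for its heatmaps. Of the alternatives set before the data were examined, neither Spearman's rho (0.271) nor Pearson's r on counts scaled by library totals (0.252) comes to the paper's value. With the variance stabilizing transformation of every entry, chosen after seeing the values, the lowest values were 0.753, 0.759, 0.714 and 0.984 in HEK293, A375, SHSY5Y and the IP, and with the regularized log of every entry 0.968, 0.968, 0.961 and 0.998. The second principal component of the IP held 21.2% of the variance, against the paper's value of about 14% in Fig. 5l, read by eye, and with the variance stabilizing transformation (19.1%) the 2 values are less than 1.5 times apart, as they are with the regularized log of the 500 most variable entries (19.0%) or of the tested entries (19.3%), both chosen after seeing the values.

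Shares of counts from Table S6 are the paper's values. For miR-92a-3p, subconfluent HEK293 cytoplasm had 4.61% against the paper's 10.4%, and confluent HEK293 nuclei 10.4% against the paper's 4.61% (7.81% with all mapped libraries, set before the data were examined, which does not close the gap). Subconfluent SHSY5Y cytoplasm had 2.97% against the paper's 6.54%, and confluent SHSY5Y nuclei 6.54% against the paper's 2.97% (5.44% with all mapped libraries, which also does not). For miR-19b-3p, subconfluent HEK293 cytoplasm had 3.56% against the paper's 6.32%, and confluent HEK293 nuclei 6.32% against the paper's 3.56% (7.63% with all mapped libraries, which does not close the gap either). Over the first 1999 of the 2657 entries, the part of Table S6 at hand, the paper's subconfluent cytoplasm column equals the mean of the deposited confluent nuclear libraries for every entry compared, and its confluent nuclear column that of the subconfluent cytoplasmic libraries, in all 3 lines (to a relative tolerance of 1e-04), while its other 6 fraction columns and the IP columns equal their own groups. Read by eye, Fig. 6a-d follow the names of Table S6 and Fig. 6e,f those of the deposited columns, so that for SHSY5Y the paper's table and figure differ from each other. Table 1 and Table S5 carry the names of the deposited columns. Which naming is right stays open.

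The paper states that miRNAs in the AGO1-4 IP did not vary significantly between subconfluent and confluent cells, with no test or threshold given. Here 189 of 537 entries passed the test of edgeR (151 by DESeq2). At the thresholds of the paper's RNA-seq methods, which differ from those given with its RNA-seq results, 84 passed. Of the 10 miRNAs labelled in Fig. 6g, 1 was lower without the replicate block and 9 with it, by 0.38 (log2) or less. The calls with the block rest on a spread pooled over entries. The lowest correlation between IP libraries was 0.97.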

Other observations

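All tests in this part were planned, except the adjustment for GC content, the names of Table S6 and the comparison of total reads with counts. Entries that overlap tRNA, snRNA, snoRNA, rRNA or mitochondrial RNA went both ways in confluent cytoplasm, with 3 of 6 higher and 1 lower in HEK293, 3 of 6 higher and 2 lower in A375 and 1 of 7 higher and 3 lower in SHSY5Y, and none passed in the nuclei of any line. After adjustment for GC content, 1 of these entries was higher and 1 lower in SHSY5Y cytoplasm and 1 higher in SHSY5Y nuclei, and the counts of HEK293 and A375 stayed. Of these, miR-1246 had log2 fold changes of -1.91 in HEK293, -3.28 in A375 and -1.88 in SHSY5Y cytoplasm (adjusted p = 0.027, 2.5e-05 and 0.0082 from edgeR). In A375 cytoplasm the list had a median log2 fold change of 0.32 and a mean of -0.30, with a downward fry test, and in the IP, where 1 of 6 was higher and 1 lower, a median of -0.23 and a mean of 0.12. Of Microprocessor-independent miRNAs, which skip cleavage by DROSHA, 0 of 4 passed in either HEK293 fraction, 0 of 3 in either A375 fraction and 0 of 2 in either SHSY5Y fraction, and 1 of 9 was higher and 1 lower in the IP (median log2 fold change -0.07, with an upward fry test). By the names of Table S6, 2 of 4 were lower in HEK293 cytoplasm, 3 of 4 in HEK293 nuclei and 1 of 2 in each SHSY5Y fraction. After adjustment for GC content, 1 was higher in HEK293 cytoplasm by the deposited names.

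Of the blood, endothelial, liver and mesenchymal miRNAs 1 was measured in the fractions, lower in both fractions of SHSY5Y (the nuclear call was lost after adjustment for GC content, at a log2 fold change of -0.59) and not passing in HEK293 and A375, and of 8 measured in the IP 0 passed (4 higher and 1 lower with the replicate block). Of the melanocyte and melanoma miRNAs, miR-146a-5p fell by 3.53 (log2) in HEK293 cytoplasm (by the names of Table S6 it did not pass there and was higher in HEK293 nuclei), 0 of 1 passed in either A375 fraction (1 higher in each when adjusted over the list alone), and 1 of 2 was higher in the IP. The miR-200 family was measured in the IP alone, with 1 of 4 higher and 1 lower, and the miR-221 and miR-222 cluster there had 2 of 4 higher and 1 lower (2 and 2 with the block). Of the 14q32 cluster 1 of 3 was higher and 1 lower in A375 nuclei, 1 of 4 higher and 1 lower in SHSY5Y cytoplasm, and 1 of 4 higher and 0 lower in SHSY5Y nuclei (1 and 1, 1 and 0, and 0 and 0 after adjustment for GC content), and the 1 member measured in the IP did not pass. Of the 3 members of the miR-183 cluster 1 was higher and 1 lower in SHSY5Y cytoplasm, 1 lower in SHSY5Y nuclei and 1 lower in the IP, and none passed in HEK293 or in A375 nuclei. No member of the chromosome 19 or pluripotency clusters reached the filter in any fit.

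HEK293 and A375 cytoplasm shared 8 entries higher in confluent cells, 21 lower and 3 with opposite directions, SHSY5Y cytoplasm and nuclei shared 56 higher, 61 lower and 1 opposite (11 of the 56 and 34 of the 61 after adjustment for GC content), and HEK293 and SHSY5Y cytoplasm shared 8 higher and 3 lower and had 25 entries called in opposite directions. With the names of Table S6, chosen after the results were seen, these pairs shared 3 higher, 1 lower and 7 opposite, 82 higher, 70 lower and 0 opposite, and 24 higher, 14 lower and 1 opposite. By those names entries that overlap other RNAs also passed in nuclei, with 4 of 6 higher in HEK293, 2 of 6 higher in A375 and 3 of 7 higher and 1 lower in SHSY5Y.

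For the tests of confluency with 3 libraries per group, only 1 of the 10 splits, the real one, gave as many calls: 98 in HEK293 cytoplasm, 75 in A375 cytoplasm, 205 in SHSY5Y cytoplasm, 66 in A375 nuclei and 189 in the IP, with 0 as the highest other in each, and 10 splits are too few for a share under 0.05. For localization by the deposited names, 1 of 100 splits, the real one, gave as many calls in each line. The calls were 186 in HEK293 (highest other 111), 57 in A375 (24) and 248 in SHSY5Y (184). That is the smallest share 100 splits can give, so chance alone is unlikely for groups so named. The splits did not keep the cytoplasm and nucleus of a replicate number together. The 2 nuclear libraries with 39 and 31 counts had 3215524 to 6115324 total reads in Table S5, which are the paper's values.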
